# RAGE is a Critical Mediator of Pulmonary Oxidative Stress, Alveolar Macrophage Activation and Emphysema in Response to Cigarette Smoke

**DOI:** 10.1038/s41598-018-36163-z

**Published:** 2019-01-18

**Authors:** Karl A. Sanders, Don A. Delker, Tom Huecksteadt, Emily Beck, Tanna Wuren, Yuntian Chen, Yuxia Zhang, Mark W. Hazel, John R. Hoidal

## Abstract

The receptor for advanced glycation end products (RAGE), a cell membrane receptor, recognizes ligands produced by cigarette smoke (CS) and has been implicated in the pathogenesis of COPD. We demonstrate that deletion or pharmacologic inhibition of RAGE prevents development of CS-induced emphysema. To identify molecular pathways by which RAGE mediates smoking related lung injury we performed unbiased gene expression profiling of alveolar macrophages (AM) obtained from RAGE null and C57BL/6 WT mice exposed to CS for one week or four months. Pathway analysis of RNA expression identified a number of genes integral to the pathogenesis of COPD impacted by the absence of RAGE. Altered expression of antioxidant response genes and lung protein 4-HNE immunostaining suggest attenuated oxidative stress in the RAGE null mice despite comparable CS exposure and lung leukocyte burden as the WT mice. Reduced endoplasmic reticulum stress in response to CS exposure also was observed in the AM from RAGE null mice. These findings provide novel insight into the sources of oxidative stress, macrophage activation, and the pathogenesis of lung disease due to CS exposure.

## Introduction

By 2030, 8.3 million people each year will die from cigarette smoking-related diseases^1^. Long-term exposure to cigarette smoke (CS) leads to chronic obstructive pulmonary disease (COPD), a devastating disorder for which there is minimal effective treatment. COPD is characterized by irreversible airflow limitation that is usually progressive. The airflow limitation can be due to airway narrowing, inflammation, and excessive airway mucous production (chronic bronchitis); loss of lung elasticity due to alveolar destruction (emphysema); or a combination of the two conditions.

Cigarette smoking exposes the alveolar environment to a variety of particulate and gaseous toxins. Important components of CS are glycotoxins, precursors of advanced glycation end products (AGEs)^2^. AGEs are ligands for the receptor for advanced glycation end products (RAGE)^3^, and the burden of AGEs is increased in COPD subjects compared to smokers without airflow limitation^4,5^. Other RAGE ligands including HMGB1^6^ are increased in the lungs of smokers with COPD compared to non-COPD smokers or never-smokers^7^.

Under basal conditions, RAGE expression is low in all tissues except the lung^8^. It increases in the presence of ligands^9,10^. Consistent with the presence of increased ligands, lung tissue from COPD subjects reportedly has a higher level of RAGE expression^4,7^ than tissue obtained from smokers without COPD. Recent studies demonstrate the association of variants in genomic sequence in RAGE with lung function^11,12^. A consistently identified RAGE polymorphism results in enhanced ligand binding and a cellular inflammatory response^13^, and lower levels of soluble RAGE (sRAGE)^14^. Lower levels of sRAGE correlate with the severity of COPD suggesting it serves to protect against the development of COPD^14,15^, perhaps by acting as a decoy receptor. In population studies RAGE polymorphisms are associated with the diagnosis of COPD^16^.

Evidence suggests that alveolar macrophages (AM) are integral to COPD development^17,18^. Pigmented AM localize to the respiratory bronchioles of smokers early and persist through disease development^19^, suggesting their role in the genesis of COPD. Tasked with defending the alveolar compartment from incursions by the external environment, AM are functionally equipped to be both initiator and perpetuator of lung injury in response to cigarette smoking. Their numbers are inversely correlated with alveolar parenchymal tissue density^20^, and the number of airways occupied by AM increases with COPD progression^21^.

In the present investigation, we confirmed that mice with null mutations for the RAGE gene are protected from airspace enlargement in response to prolonged CS exposure^22,23^. Importantly, treatment of emphysema-susceptible AKR mice^24^ with the RAGE inhibitor FPS-ZM1^25^ also prevented airspace enlargement in response to CS exposure. Next-generation sequencing of RNA samples from AM of wild-type (WT) and RAGE null mice in the presence or absence of a 7 day or 4 month CS exposure revealed that RAGE mediates AM gene expression patterns reflecting oxidative stress, endoplasmic reticulum (ER) stress, and cytokine activity in response to CS. Attenuated expression of AM genes associated with antioxidant responses in RAGE null mice despite comparable CS exposure and lung leukocyte burden as WT mice suggests that RAGE is an important mediator of the oxidative stress that results from smoking. The findings provide novel insight into the central importance of RAGE, the sources of oxidative stress, macrophage activation and the pathogenesis of lung disease due to CS exposure, and offer possible therapeutic options for this devastating disorder.

## Results

### Absence or inhibition of RAGE prevents emphysema following prolonged CS exposure

To initially investigate the importance of RAGE in the smoking model of emphysema, WT and RAGE null mice were exposed to CS or room air for 4 months. Following unbiased sampling, mean linear intercept (L_m_) was determined^26,27^. The L_m_ of WT mice exposed to CS was greater than that of controls (WT + CS = 88.92 +/− 1.94 μm, WT + control = 67.5 +/− 5.8 μm; P < 0.001, Supplementary Fig. 1). The L_m_ of RAGE null mice exposed to CS was not significantly different from controls (RAGE null + CS = 89.7 +/− 1.64 μm, RAGE null + control = 81.05 +/− 4.55 μm). These results confirm earlier reports of enlarged alveolar dimensions in unchallenged RAGE null mice and protection from further airspace enlargement following prolonged CS exposure^22,23^.

To more directly evaluate the role of RAGE in CS-induced emphysema in a model free of the potential influence of RAGE on alveolar development and to investigate the possible therapeutic potential of its pharmacologic inhibition we exposed AKR mice to CS in the presence or absence of the RAGE inhibitor FPS-ZM1^25^. We previously demonstrated that AKR are more susceptible than C57BL/6 mice to emphysema development upon exposure to CS^24^. In addition, AKR mice develop emphysema after only 2 months of CS exposure^28^ making them more suitable for initial inhibitor studies. In AKR mice, the L_m_ increased from 72.33 +/− 1.98 μm to 83.66 +/− 2.03 μm; (p < 0.003) following 2 months of CS exposure (Fig. 1a). In contrast, there was no significant increase in L_m_ following CS exposure in mice treated with FPS-ZM1 (L_m_ = 76.32 +/− 1.96 μm) as compared with treated controls (L_m_ = 71.95 ± 2.43 μm). The morphometric data was reflected on histological examination. (Fig. 1b) These findings demonstrate that RAGE mediates emphysema due to CS exposure in more than one strain of mice. As is the case with the RAGE null mutation, RAGE inhibition also prevents emphysema due to CS exposure.

**Figure 1:**
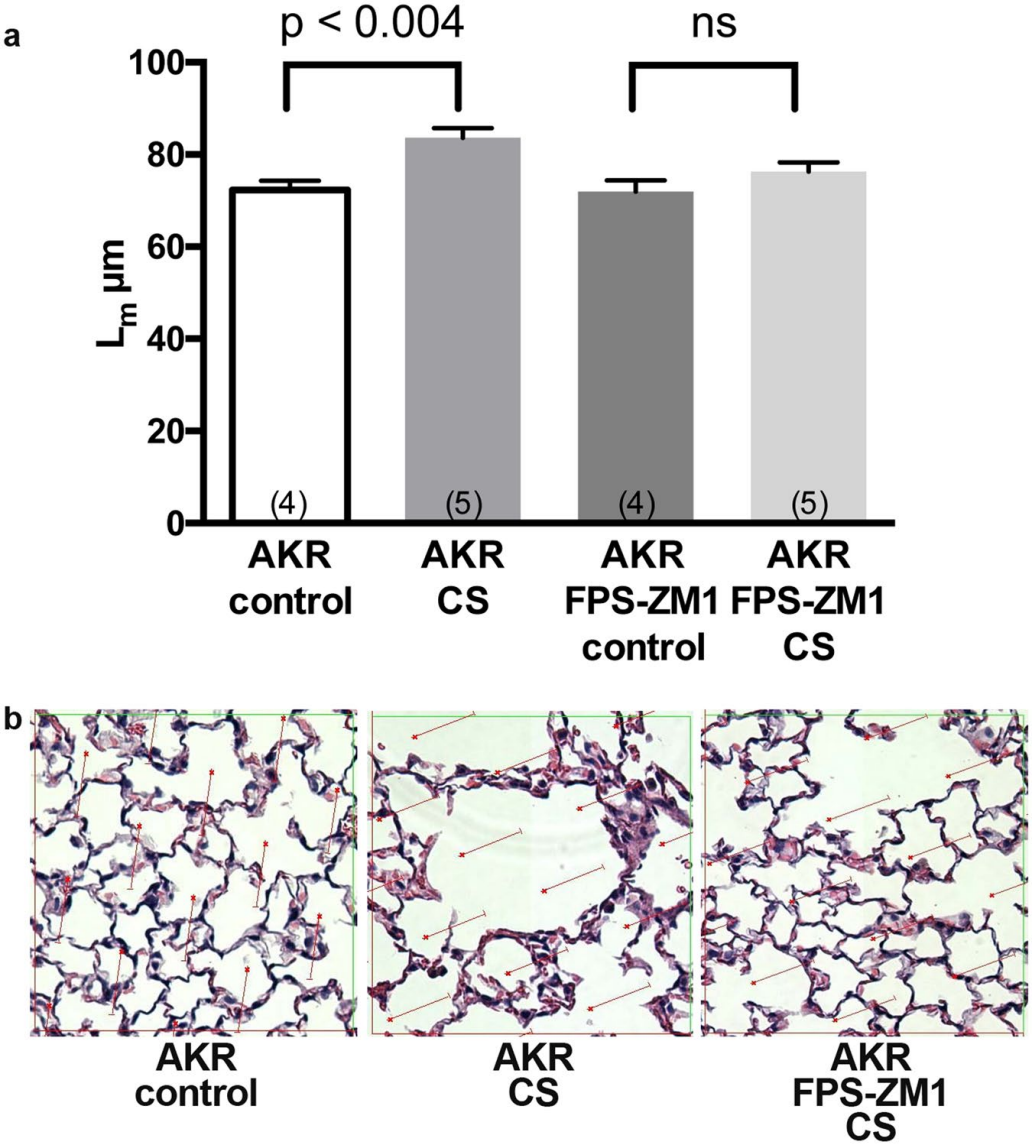
Inhibiting RAGE with FPS-ZM1 suppresses CS-induced airspace enlargement in AKR mice following 2 months of CS exposure. (**a**) L_m_ values demonstrate increased volume-to-surface area in AKR mice exposed to CS, and prevention of the latter with FPS-ZM1. Four or five mice were used in each group. Statistical significance determined by one-way ANOVA. (**b**) H&E stained lung sections suggest increased airspace sizes in CS exposed lungs and prevention with FPS-ZM1.

### Absence or inhibition of RAGE does not reduce bronchoalveolar lavage (BAL) cell counts following acute or chronic CS exposure

Neither WT nor RAGE null mice had a statistically significant increase in BAL cell counts after 7 days of CS exposure, although clear trends were present in both groups. (Supplementary Fig. 2A). After 4 months of CS exposure, only exposed RAGE null mice had significantly increased numbers of cells in BAL (Supplementary Fig. 2B). Cells obtained by BAL from CS-exposed WT and RAGE null mice almost exclusively (>98%) displayed morphologies of macrophages at both time points.

After 2 months of CS exposure the AKR mice had significantly increased BAL cell counts as compared with controls. Administration of FPS-ZM1 to AKR mice for 2 months also significantly increased BAL cells counts as compared with untreated controls. However, there was no additional increase in BAL cell counts following two months of CS exposure in the FPS-ZM1 treated AKR mice (Supplementary Fig. 2C).

### Sequencing of AM RNA following 7 days of CS expsoure reveals important differences between WT and RAGE null mice

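Ager, the gene that encodes RAGE and is targeted in the RAGE null mice, was counted at a low level in AM of both genotypes after 7 days. It carries the identifier ENSMUSG00000015452 and lies on chromosome 17 of mm10 from 34597862 to 34600934. The 3 libraries of control WT mice held 5.75, 7.74 and 5.77 CPM (counts scaled to library size) of Ager. Those of the 4 CS-exposed WT mice held 4.38, 7.45, 5.56 and 6.79 CPM. The libraries of control RAGE null mice held 5.70, 4.84, 5.00 and 4.29 CPM, and those of CS-exposed RAGE null mice 5.04, 4.51, 4.50 and 4.02 CPM. The mean was 6.21 ± 1.18 CPM (SD, n = 7) in WT and 4.74 ± 0.524 CPM (SD, n = 8) in RAGE null mice (2-sided exact permutation test, p = 0.00684), with overlapping values. The counts are given per gene, so they do not show which part of Ager the reads came from. AM were recovered by bronchoalveolar lavage, and total RNA of the pelleted cells was made into oligo dT libraries and sequenced in single-end reads. CS was given for 2.5 h per day on 7 consecutive days at 150 mg/m3 of particulate. Total counts per library had a median of 15546105 in control WT mice (n = 3, range 15300222 to 17021874) and 12749924 in CS-exposed WT mice (n = 4, 11666879 to 14759183). RAGE null libraries had a median of 15604822 in controls (n = 4, 14642745 to 17403128) and 13095650 after CS (n = 4, 12501103 to 19975073). The authors aligned the reads to mm10 with Novoalign, removed reads that aligned to more than 1 location, counted them per gene and deposited raw counts. From these counts, 13220 genes passed the default filter of edgeR by group and were scaled by its TMM factors. The 4 groups were fitted together with edgeR's quasi-likelihood model, whose 2-sided p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. Genes were called at an adjusted p under 0.05 and a fold change of at least 1.5. Replicates are numbered from 0, as in the labels of the libraries.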

To pursue an unbiased investigation of mechanism(s) by which RAGE mediates emphysema development in CS-exposed mice, we investigated the effect of CS exposure on RNA transcript expression of AM from WT and RAGE null mice. AM recovered from WT and RAGE null mice after 7 days of exposure to CS or control conditions differentially expressed 355 genes using a fold change cutoff of 1.5 and FDR <0.05 (Supplementary Fig. 3 and Supplementary Table 1). 

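CS for 7 days raised 130 genes and lowered 169 in AM of WT mice, and raised 24 and lowered 34 in AM of RAGE null mice. Among the called genes with a mean log2 CPM of at least 1 and groups that do not overlap, the clock genes Dbp and Tef had the largest increases in both genotypes. Dbp (ENSMUSG00000059824, chromosome 7 from 45705088 to 45710155), a clock-controlled transcription factor, rose from 2.87 ± 0.903 CPM (SD, n = 3) to 29.6 ± 3.42 CPM (SD, n = 4) in WT mice. This is a log2 fold change of 3.35 (standard error 0.19, adjusted p = 5.8e-08 from edgeR). In RAGE null mice its log2 fold change was 3.74 (standard error 0.18, adjusted p = 4.4e-09 from edgeR). Tef, a related transcription factor, rose by 2.39 on the log2 scale in WT mice and 3.27 in RAGE null mice. Of 15 clock genes tested, 7 rose and 2 fell in each genotype; adjusted over the list alone, 7 rose and 2 fell in WT mice and 9 rose and 2 fell in RAGE null mice. The list test gave an adjusted p of 7.7e-22 in WT mice (0.000473 with an estimated correlation) and 2.6e-65 in RAGE null mice (1.0e-06 with an estimated correlation). The hemoglobin chain Hba-a1 had a larger change downward in WT mice, from 44.1 ± 61.4 CPM (SD, n = 3) to 0.940 ± 0.324 CPM (SD, n = 4), a log2 fold change of -5.54 (standard error 1.56, adjusted p = 0.0449 from edgeR). That call was lost without control WT replicate 0 (adjusted p = 0.310) or 1 (0.0909), CS-exposed WT replicate 0 (0.0763), 1 (0.0986), 2 (0.104) or 3 (0.0972), control RAGE null replicate 1 (0.0545) or CS-exposed RAGE null replicate 1 (0.0513) or 3 (0.0576), and with a replicate block (0.123). Of 9 genes of red cells and platelets 3 fell (6 adjusted over the list alone), none without control WT replicate 0 or 1, any 1 CS-exposed WT library, control RAGE null replicate 1 or CS-exposed RAGE null replicate 1 or 3. The count was 6 without control WT replicate 2 or control RAGE null replicate 0 and 5 without control RAGE null replicate 2 or 3. At an unadjusted p under 0.05, 7 of them were lower, with a list test at an adjusted p of 0.000390 (adjusted p = 0.371 with an estimated correlation). Between genotypes, 632 genes differed in control mice, 234 higher in WT and 398 higher in RAGE null mice. After CS, 291 genes differed, 99 higher in WT and 192 higher in RAGE null mice. H2-T10, a nonclassical class I histocompatibility gene near Ager on chromosome 17, measured 4.66 ± 1.50 CPM (SD, n = 4) in WT and 20.9 ± 0.234 CPM (SD, n = 4) in RAGE null mice after CS. In at least 1 of the 4 comparisons, 961 genes were called. The groups did not overlap in 281 of the 299 genes called for CS in WT mice, and in 20.9% of all genes tested against 5.71% by chance. The RAGE null groups did not overlap in 52 of 58 called genes, and in 7.23% of all genes against 2.86% by chance. For the RAGE null count of 58, chance could not be excluded by other splits of these libraries. The number called for CS in WT mice was 58, 46 and 480 without control replicate 0, 1 or 2, and 168, 176 and 183 without CS-exposed replicate 1, 2 or 3. The RAGE null count was 22 and 88 without control replicate 2 or 3, and 194, 20, 15 and 22 without CS-exposed replicate 0, 1, 2 or 3; 27 genes were called in a fit of these 8 libraries alone and 113 by DESeq2. The genotype difference in control mice fell to 241 genes without WT replicate 1 and 419 without RAGE null replicate 2. After CS it fell to 178 without WT replicate 1 and 192 without RAGE null replicate 0, and the number called in any comparison fell to 439 without control WT replicate 1. With the replicate number as a block 189 genes were called for CS in WT mice, and with at least 20 counts in every sample 155, 303 and 573 for genotype after CS, genotype in controls and any comparison.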

Further assessment used principal component analysis (PCA) to identify the basis for patterns of genotype and CS-dependent gene expression changes (Fig. 2). PCA identifies gene signatures associated with each experimental variable. 

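Ndnf differed between the genotypes in control and CS-exposed AM at 7 days, and Gpr56 and 2610507I01Rik were called in control AM only. Gpr56, an adhesion G protein-coupled receptor (ENSMUSG00000031785), measured 0.760 ± 0.119 CPM (SD, n = 3) in control WT and 30.4 ± 3.73 CPM (SD, n = 4) in control RAGE null mice. The RNA 2610507I01Rik (ENSMUSG00000085882) ran the other way, with 13.1 ± 2.39 CPM (SD, n = 3) in control WT and 0.160 ± 0.0847 CPM (SD, n = 4) in control RAGE null mice. Ndnf, a secreted neurotrophic factor, measured 0.704 ± 0.392 CPM (SD, n = 3) in control WT and 9.46 ± 2.83 CPM (SD, n = 4) in control RAGE null mice. After CS the log2 fold changes of WT over RAGE null were -2.92 for Ndnf (adjusted p = 0.000619 from edgeR), -1.03 for Gpr56 (adjusted p = 0.292) and 0.94 for 2610507I01Rik (adjusted p = 0.310). In a principal component analysis of the log2 CPM of the genes called in any comparison, the component with the largest share held 53.6% of the variance. 2610507I01Rik had a weight of -0.12 in it, Gpr56 0.10 and Ndnf 0.10. The mean score was -17.15 in the 7 WT libraries and 15.0 in the 8 RAGE null libraries, on genes most of which were called between the genotypes. Over all 13220 genes tested, without selection of called genes, the first component held 30.3% of the variance. Its scores differed between genotypes (2-sided exact permutation test, p = 0.000311) and gave p = 0.272 between CS-exposed and control mice.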

Principal component (PC)1 accounted for 21% of the variation in the data and identified genes differentially expressed by genotype. PC2 and PC3 accounted for 15% and 13% of the variation in the data, respectively, and identified genes differentially expressed by CS exposure. 

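The scores of the second component were higher in CS-exposed than in control AM, with CS-exposed WT replicate 0 at 21.9 and the other CS-exposed WT libraries at 4.14 to 9.66. In it Dbp had a weight of 0.14 and Tef 0.11. Outside the genes chosen by rule, and picked after their values were seen, the largest weights were those of Sbpl (0.26) and Dcpp3 (0.24), which are secreted gland proteins, and the airway mucosal protein Dmbt1 (0.17). The hemoglobin chain Hba-a1 had a weight of -0.18. The second component held 15.6% of the variance, with a mean score of 6.42 in the 8 CS-exposed and -7.34 in the 7 control libraries, on genes chosen because they were called between the groups. Over all genes tested it held 15.6%, and 2-sided exact permutation tests gave p = 0.000777 for exposure and 0.635 for genotype. Component 3 held 9.04% of the variance, and over all genes 9.50% with exact p = 0.373 for exposure and 0.258 for genotype. Dmbt1 (0.31), Sbpl (0.29) and Dcpp3 (0.26) had its largest weights. On this component CS-exposed WT replicate 0 had a score of 15.7, and the other CS-exposed WT libraries -6.27 to -3.71. From these components the paper states that genotype set the first and CS exposure the later components.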

Each of the 12 remaining principal components accounted for less than 9% of the variation observed in the RNA sequencing data.

**Figure 2:**
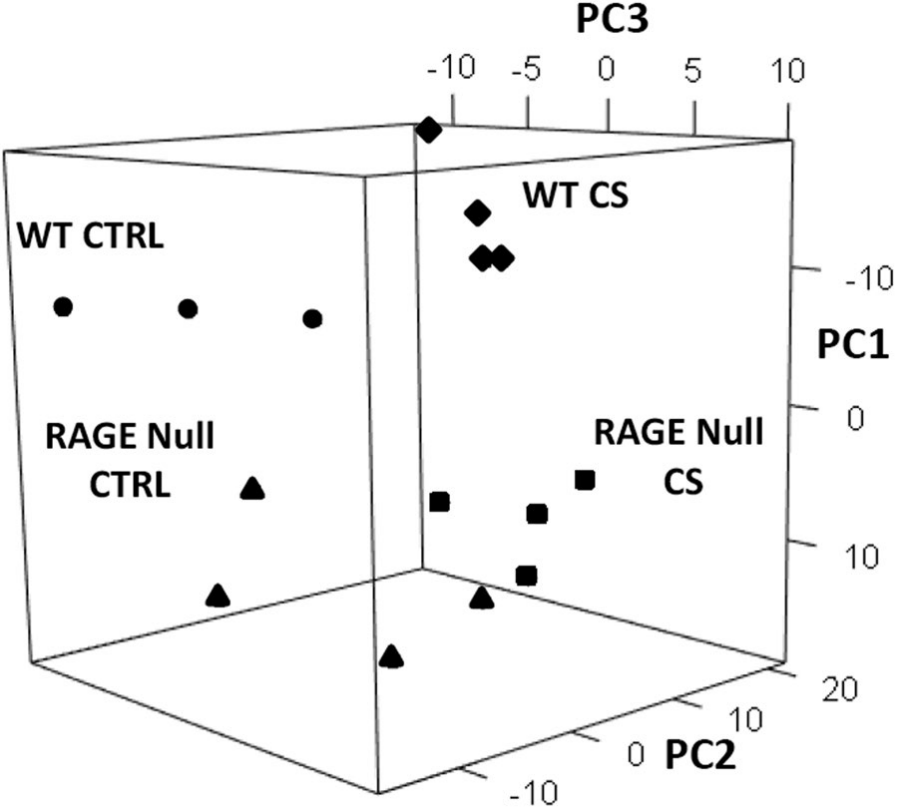
Principal component analysis (PCA) demonstrates that patterns of gene expression are significantly different in AM from WT and RAGE null mice exposed to CS for 7 days. 355 genes differentially expressed (Fold change ≥ 1.5, FDR < 0.05) by genotype and/or CS were used for PCA. The expression of each gene from each mouse sample was compared to its average expression across all samples to generate log_2_ ratios. Principal component (PC)1 accounted for 21% of the variation in the data and separated samples by genotype. PC2 and PC3 accounted for 15% and 13% of the variation in the data, respectively, and separated samples by CS exposure. Individual mouse samples are shown for WT-CTRL mice (n = 3, circles), WT-CS mice (n = 4, diamonds), RAGE null-CTRL mice (n = 4, triangles) and RAGE null-CS mice (n = 4, squares).

To identify biological mechanisms responsible for differences in gene expression in AM due to either genotype and/or CS exposure we used Ingenuity Pathway Analysis (IPA) software. Differential expression was initially assessed in BAL recovered AM from control RAGE null mice compared to WT mice (Supplementary Tables 2 and 3). Growth factor signaling including genes regulated by transforming growth factor beta 1 and connective tissue growth factor were increased in RAGE null mice compared to WT mice. 

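Libraries of control RAGE null mice held more of several growth factor and matrix genes than those of control WT mice after 7 days. Cyr61 (ENSMUSG00000028195), a matrix protein of the same family as connective tissue growth factor, measured 0.670 ± 0.307 CPM (SD, n = 3) in WT and 4.74 ± 1.81 CPM (SD, n = 4) in RAGE null mice. Vegfa, the main growth factor of blood vessels, measured 1.63 ± 0.823 CPM (SD, n = 3) in WT and 9.23 ± 3.09 CPM (SD, n = 4) in RAGE null mice. Col4a1, a basement membrane collagen, had a log2 fold change of WT over RAGE null of -2.59 (standard error 0.35, adjusted p = 0.000359 from edgeR). Ltbp2, a binding protein of the transforming growth factor beta family, was higher in WT mice by 1.16 (standard error 0.23, adjusted p = 0.00647), a call lost without control WT replicate 1 (adjusted p = 0.0506). Of 27 target genes of transforming growth factor beta, 5 were higher in RAGE null mice, 1 was higher in WT mice and 21 were not called, with the same numbers adjusted over the list alone. Without control WT replicate 1 the numbers were 3 and 0. The median log2 fold change of the list was -0.10, and the list test gave an adjusted p of 0.0144 (adjusted p = 0.323 with an estimated correlation). Ctgf itself, at 0.385 ± 0.172 CPM (SD, n = 3) in WT and 0.824 ± 0.421 CPM (SD, n = 4) in RAGE null mice, had a log2 fold change of -1.08 (standard error 0.75, adjusted p = 0.378 from edgeR). Of 8 transcripts that move with RNA quality edgeR and DESeq2 called 0, with 7 higher in WT mice at an unadjusted p under 0.05 and 1 adjusted over the list alone; 1 was called without control RAGE null replicate 0. Their list test had an adjusted p of 0.00102 (adjusted p = 0.446 with an estimated correlation). Genes of the lung epithelium were higher in the same RAGE null libraries. Of 18 genes typical of type 1 alveolar cells 12 were higher in RAGE null and none in WT mice (14 adjusted over the list alone), and of 17 genes of type 2 cells 13 were higher and none lower (14 adjusted over the list alone). Their list tests gave adjusted p-values of 2.0e-25 and 5.7e-23 (0.0142 for both with an estimated correlation). Emp2, a membrane protein of type 1 cells, measured 3.02 ± 0.875 CPM (SD, n = 3) in WT and 16.2 ± 3.03 CPM (SD, n = 4) in RAGE null mice. Sftpb, a surfactant protein of type 2 cells, measured 4.95 ± 1.07 CPM (SD, n = 3) in WT and 31.0 ± 9.88 CPM (SD, n = 4) in RAGE null mice. Of 20 general epithelial genes 8 were higher in RAGE null mice and none lower (10 adjusted over the list alone), with a list test at an adjusted p of 2.5e-10 (adjusted p = 0.126 with an estimated correlation); 3 were called without control WT replicate 1.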

Gene expression patterns also predicted activation by beta-estradiol, endothelin 1 and protein phosphatase 3 regulatory subunit B alpha in RAGE null mice compared to WT mice. In contrast, the sequencing data predicted that the absence of RAGE would reduce expression of genes regulated by nitric oxide signaling, transcription factor zinc finger E-box binding homeobox 1 and cytochrome P450 family 1 subfamily A member 1. These findings suggest that in the unchallenged state the null mutation of RAGE impacts AM expression of target genes regulated by upstream mediators with relevance to important biological mechanisms including tissue growth, signaling, vascular function, and chemical metabolism.

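Zeb1 (ENSMUSG00000024238), a transcription factor that represses epithelial genes, had a log2 fold change of WT over RAGE null controls of -0.20 (standard error 0.13, adjusted p = 0.314 from edgeR) after 7 days. Target genes of the aryl hydrocarbon receptor, which controls Cyp1a1, were measured in place of the enzyme. Nqo1, a quinone reductase, had the largest log2 fold change of the 4 members with the smallest p-values, 1.15 (standard error 0.53, adjusted p = 0.170), with 13.2 ± 5.07 CPM (SD, n = 3) in WT and 5.91 ± 4.02 CPM (SD, n = 4) in RAGE null controls. Ahrr, the repressor of the receptor, had a log2 fold change of 0.83 (standard error 0.45, adjusted p = 0.245) and Lpxn, a focal adhesion protein, -0.29 (standard error 0.13, adjusted p = 0.149). Tiparp, a receptor-induced polymerase, had 0.11 (standard error 0.06, adjusted p = 0.237). Of 9 targets of the receptor, edgeR called 0 in these controls, 0 adjusted over the list alone, and DESeq2 called 0; at an unadjusted p under 0.05, 1 was higher in WT and 1 higher in RAGE null mice. The list test gave an adjusted p of 0.799. Cyp1a1 itself and genes of nitric oxide signaling were not analysed here.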

The top upstream regulators predicted to be responsible for the gene expression differences observed in WT mice exposed to CS for 7 days are shown in Table 1 and Supplementary Table 4. 

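CS raised the expression of some chaperones and foldases of the ER in AM of WT mice after 7 days. Some cytosolic heat shock genes and antioxidant genes rose as well. Sdf2l1 (ENSMUSG00000022769), a cofactor of ER chaperones, rose from 62.3 ± 12.9 CPM (SD, n = 3) to 124 ± 7.47 CPM (SD, n = 4). Calr, a calcium-binding chaperone of the ER, rose by 0.59 (standard error 0.10, adjusted p = 0.00567 from edgeR) and Pdia6, a disulfide isomerase, by 0.65 (standard error 0.11, adjusted p = 0.00637). Icam1, an adhesion molecule in the same set, rose by 0.60 (standard error 0.10, adjusted p = 0.00559). All 15 XBP1 target genes of Fig. 3b were called higher, 15 when adjusted over the list alone. Among the 20 Nrf2 target genes of Fig. 3a, 4 were called higher and none lower, 9 when adjusted over the list alone. Both sets were chosen by the study on these samples, so these counts are not independent evidence of their direction. Ephx1, an epoxide hydrolase, rose from 24.8 ± 1.76 CPM (SD, n = 3) to 38.5 ± 3.02 CPM (SD, n = 4), and Sqstm1, an autophagy receptor, rose by 0.97 (standard error 0.21, adjusted p = 0.0174). Gsta3, a glutathione transferase, rose by 1.75 (standard error 0.43, adjusted p = 0.0275), in libraries in which genes of airway cells rose as well. Sod2, the mitochondrial superoxide dismutase, had a log2 fold change of 0.51 (standard error 0.14, adjusted p = 0.0403), under the fold threshold. Of 25 other antioxidant genes of Nrf2, 2 rose and none fell (4 adjusted over the list alone), and of 30 other ER genes 3 rose and none fell (3 adjusted over the list alone). Of 25 heat shock genes 10 rose and none fell (12 adjusted over the list alone). Among these 10 are Hsph1, Hsp90aa1 and Hsp90ab1, which are also XBP1 genes of Fig. 3b, so the 2 sets are not separate. Pdia5, a disulfide isomerase of the ER set, rose by 0.83 (standard error 0.16, adjusted p = 0.00999), and Gsr, glutathione reductase, had a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.0174), under the fold threshold. The list tests gave adjusted p-values of 7.9e-25 for the XBP1 genes of the figure, 1.3e-10 for the Nrf2 genes, 2.5e-05 for the other Nrf2 genes, 3.4e-11 for the other ER genes and 1.6e-19 for the heat shock genes. With an estimated correlation, these were adjusted p = 0.0666, 0.357, 0.357, 0.250 and 0.185. Per mouse, the mean log2 CPM of the XBP1 genes was 7.20 ± 0.24 (SD, n = 3) in control and 8.04 ± 0.13 (SD, n = 4) in CS-exposed WT mice, and that of the Nrf2 genes 6.69 ± 0.44 and 7.50 ± 0.17 (2-sided exact permutation tests, p = 0.0286 for each). Without control WT replicate 0 or 1, 4 or 2 of the 15 XBP1 genes and 1 or 1 of the 20 Nrf2 genes were called. The Nrf2 count was also 2 without CS-exposed WT replicate 0 and 8 without CS-exposed RAGE null replicate 0. The heat shock count was 1, 0 and 16 without control WT replicate 0, 1 or 2, and the count of other ER genes was 1, 0 and 1 without control WT replicate 0, 1 or CS-exposed WT replicate 3. The count of other Nrf2 genes was 1 without each of 9 libraries, namely control WT replicates 0 and 1, CS-exposed WT replicates 1, 2 and 3, control RAGE null replicate 1 and CS-exposed RAGE null replicates 1, 2 and 3. Calls were lost without control WT replicate 0 or 1 for Sqstm1 (adjusted p = 0.110 or 0.0876), Gsta3 (0.146 or 0.0775, and 0.0526 without CS-exposed WT replicate 0) and Calr (0.0455, under the fold threshold, or 0.0530), and without replicate 1 for Pdia5 (0.0622) and Pdia6 (0.0541). Under the fold threshold were also Icam1 without control replicate 0 (adjusted p = 0.0455) or CS-exposed replicate 0 (0.0107) of the WT mice, Calr without CS-exposed WT replicate 1 (0.0190) and Ephx1 without control WT replicate 2 (0.00954). From the scores of its pathway analysis, the paper proposes oxidative and ER stress in AM of CS-exposed WT mice.

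**Figure D1:**
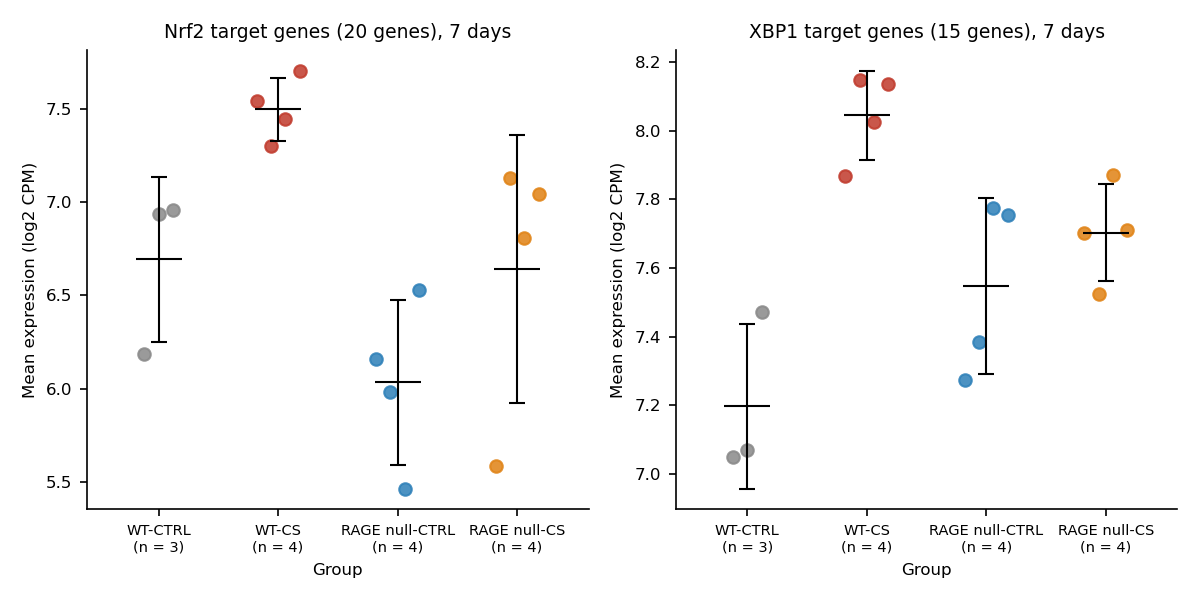
Mean log2 CPM per mouse of the 20 Nrf2 target genes of Fig. 3a and of the 15 XBP1 target genes of Fig. 3b in the 4 groups after 7 days, one dot per mouse, with the group mean as a bar and the SD as error bars. In WT mice the mean of the XBP1 genes is 7.20 in controls and 8.04 after CS, and that of the Nrf2 genes 6.69 and 7.50.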

Nuclear factor, erythroid-derived 2, like 2 (Nrf2) and X-box binding protein 1 (XBP1) were among the transcription factors with the highest z-score and lowest p-value, suggesting increased oxidative and endoplasmic reticulum (ER) stress in CS-exposed compared to control WT mice [Fig. 3a (Nrf2) and Fig. 3b (XBP1)]. 

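Cbr2, a carbonyl reductase of airway club cells, rose in AM of WT mice after 7 days of CS, beside other genes of airway cells. Cbr2 (ENSMUSG00000025150, chromosome 11 from 120729489 to 120732114) rose from 16.3 ± 2.53 CPM (SD, n = 3) to 44.5 ± 13.8 CPM (SD, n = 4), a log2 fold change of 1.45 (standard error 0.23, adjusted p = 0.00411 from edgeR). Hmox1 (ENSMUSG00000005413, chromosome 8 from 75093591 to 75100596), which degrades heme, measured 1526 ± 611 CPM (SD, n = 3) in control and 2949 ± 521 CPM (SD, n = 4) in CS-exposed WT mice. Its log2 fold change was 0.95 (standard error 0.50, adjusted p = 0.249 from edgeR). Txnrd1 (ENSMUSG00000020250, chromosome 10 from 82833951 to 82897724), which reduces thioredoxin, measured 362 ± 66.9 CPM (SD, n = 3) in control and 610 ± 55.8 CPM (SD, n = 4) in CS-exposed WT mice. Its log2 fold change was 0.75 (standard error 0.23, adjusted p = 0.0613 from edgeR). Txnrd1 was called by DESeq2 (adjusted p = 0.0326) and by edgeR without control RAGE null replicate 2 (0.0486) or 3 (0.0472) or CS-exposed RAGE null replicate 0 (0.0159). Of 18 genes of airway cells, Cbr2 among them, 7 rose and none fell in the same libraries (12 adjusted over the list alone). The list test of the airway genes gave an adjusted p of 1.3e-10 (adjusted p = 0.230 with an estimated correlation). Sec14l3, a lipid-binding protein of airway epithelium, rose by 1.36 (standard error 0.21, adjusted p = 0.00411). Scgb3a1, a secretoglobin of airway cells, rose by 1.72 (standard error 0.33, adjusted p = 0.00999) and Scgb3a2, another secretoglobin, by 1.33 (standard error 0.28, adjusted p = 0.0150). Without control WT replicate 0 or 1, Scgb3a1 had adjusted p = 0.0700 or 0.0570 and Scgb3a2 0.0859 or 0.0888, and 2 airway genes were called in each case.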

Among the Nrf2 target genes most highly overexpressed by CS were heme oxygenase 1, carbonyl reductase 2 and thioredoxin reductase 1 (*Txnrd1*) (Supplementary Table 4). 

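Several heat shock genes of the cytosol and of the ER rose in AM of WT mice after 7 days of CS. Hsph1 (ENSMUSG00000029657, chromosome 5 from 149614287 to 149636376), a co-chaperone of the Hsp70 proteins, rose from 84.8 ± 44.8 CPM (SD, n = 3) to 240 ± 57.5 CPM (SD, n = 4). Its log2 fold change was 1.50 (standard error 0.30, adjusted p = 0.0128 from edgeR). Hspa5 (ENSMUSG00000026864, chromosome 2 from 34771970 to 34776531), the main Hsp70 protein of the ER, rose from 852 ± 233 CPM (SD, n = 3) to 1661 ± 243 CPM (SD, n = 4). Its log2 fold change was 0.96 (standard error 0.19, adjusted p = 0.0116 from edgeR). Hsp90aa1 (ENSMUSG00000021270, chromosome 12 from 110690605 to 110702728), an inducible cytosolic Hsp90 protein, rose from 40.2 ± 15.2 CPM (SD, n = 3) to 86.4 ± 11.1 CPM (SD, n = 4). Its log2 fold change was 1.10 (standard error 0.23, adjusted p = 0.0143 from edgeR). Hspa8, the constitutive Hsp70 protein of the cytosol, rose from 314 ± 109 CPM (SD, n = 3) to 711 ± 71.0 CPM (SD, n = 4), with adjusted p = 0.00637. These calls depended on single control libraries. Without control WT replicate 0 or 1, Hsph1 had adjusted p = 0.0782 or 0.0778, Hspa5 0.0856 or 0.0745 and Hsp90aa1 0.0947 or 0.0882; Hspa8 had 0.0541 without replicate 1.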

Transcripts of heat shock protein genes *Hsph1*, *Hspa5* and *Hsp90aa1* were among the XBP1 target genes most highly expressed by CS. Genes regulated by tumor necrosis factor (TNF) and interleukin-1 beta (IL-1β) were also significantly overexpressed in response to CS (Table 1 and Supplementary Table 5). 

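Tnf itself rose in AM of WT mice after 7 days of CS, and the mRNA of IL-1β did not pass the test. Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) rose from 21.3 ± 3.48 CPM (SD, n = 3) to 40.8 ± 8.95 CPM (SD, n = 4), a log2 fold change of 0.94 (standard error 0.23, adjusted p = 0.0266 from edgeR). Il1b measured 25.2 ± 2.66 CPM (SD, n = 3) in control and 21.6 ± 3.10 CPM (SD, n = 4) in CS-exposed WT mice, a log2 fold change of -0.22 (standard error 0.22, adjusted p = 0.555 from edgeR). Of 25 genes induced by TNF and IL-1, 3 rose and none fell (4 rose adjusted over the list alone). Icam1 was 1 of them, at 130 ± 5.21 CPM (SD, n = 3) in control and 197 ± 12.4 CPM (SD, n = 4) in CS-exposed mice. Il1rn, the antagonist of the IL-1 receptor, had a log2 fold change of -0.35 (standard error 0.07, adjusted p = 0.0104) and Zc3h12a, which degrades cytokine mRNAs, -0.51 (standard error 0.12, adjusted p = 0.0207), both under the fold threshold. The median log2 fold change of the list was 0.19, and the list test gave an adjusted p of 0.0572 (adjusted p = 0.414 with an estimated correlation). The list test passed without control WT replicate 2 (adjusted p = 0.0255), CS-exposed WT replicate 1 (0.0236) or 2 (0.0351), control RAGE null replicate 2 (0.0403) or 3 (0.0450), and CS-exposed RAGE null replicate 0 (0.0198), 2 (0.0301) or 3 (0.0496). The call of Tnf was lost without control WT replicate 0 (adjusted p = 0.144) or 1 (0.0993) and without CS-exposed WT replicate 0 (0.0521) or 3 (0.0611). That of Icam1 ended at the fold threshold without replicate 0 of either WT group, and the number of members that rose was 0, 1 and 6 without control WT replicate 0, 1 or 2 and 0 and 1 without CS-exposed WT replicate 0 or 3.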

The relative number of target genes differentially expressed for each upstream regulator that suggests activation is shown in Fig. 4a (transcription factors) and Fig. 4b (cytokines).

**Table 1:** Upstream regulators predicted to be activated in AM from WT and RAGE null mice exposed to cigarette smoke for 7 days.

Upstream Regulator	Type	WT-CT/RAGE-CT		WT-CS/WT-CT		RAGE-CS/RAGE-CT		WT-CS/RAGE-CS	
		z-score	p-val	z-score	p-val	z-score	p-val	z-score	p-val
Nuclear factor, erythroid derived 2, like 2	TF	0.72	1.71E-05	**3**.**46**	**3**.**40E-17**	1.59	2.30E-05	**2**.**24**	**2**.**10E-12**
Nuclear factor kappa in B cells	TF	−0.02	1.42E-06	1.26	1.20E-07	0.04	9.90E-07	**2**.**66**	**1**.**60E-06**
CCAAT/enhancer binding protein, beta	TF	0.01	8.58E-05	1.69	3.30E-09	1.74	1.90E-07	**2**.**18**	**8**.**70E-08**
CCAAT/enhancer binding protein, alpha	TF	−0.12	3.92E-08	**2**.**18**	**2**.**60E-04**	1.36	1.30E-04	0.64	7.60E-08
X-box binding protein 1	TF	ns	ns	**3**.**36**	**1**.**00E-10**	ns	3.20E-03	1.41	2.10E-02
Early growth response 1	TF	−1.51	1.54E-07	**2**.**39**	**3**.**00E-04**	1.06	1.40E-03	**2**.**39**	**2**.**00E-04**
Tumor necrosis factor	Cytokine	0.02	1.32E-13	**2**.**96**	**9**.**60E-14**	0.52	2.80E-09	**2**.**75**	**4**.**80E-14**
Interferon gamma	Cytokine	0.44	8.39E-18	0.54	2.10E-18	−0.87	6.60E-17	**2**.**83**	**3**.**40E-15**
Interleukin 1, beta	Cytokine	−0.59	6.49E-12	**2**.**08**	**1**.**90E-08**	−0.25	1.30E-13	**2**.**45**	**2**.**80E-12**
Colony stimulating factor 2	Cytokine	−0.57	3.06E-06	1.42	6.20E-11	0.1	5.80E-05	1.57	3.70E-06
Complement component 5	Cytokine	−0.42	2.39E-03	**2**.**38**	**4**.**30E-05**	ns	4.60E-02	**2**.**58**	**2**.**10E-06**
Chemokine (C-C motif) ligand 2	Cytokine	ns	9.41E-03	**2**.**21**	**1**.**40E-05**	ns	1.20E-02	**2**.**23**	**9**.**50E-06**

Seven-day CS and genotype comparisons. Results from four comparisons are shown including genotype comparisons between control and CS-exposed mice. Table denotes name and type [transcription factor (TF) or cytokine] of upstream regulator together with Fisher exact overlap p-value and activation Z-score as output from Ingenuity Pathway Analysis (IPA). The overlap p-value calls likely upstream regulators based on significant overlap between differentially expressed genes and known gene targets. The activation Z-score infers activation or inhibition of upstream regulators based on the direction of fold change of differentially expressed target genes. Comparison values with z-score statistics >2 or <−2 are shown in bold.

**Figure 3:**
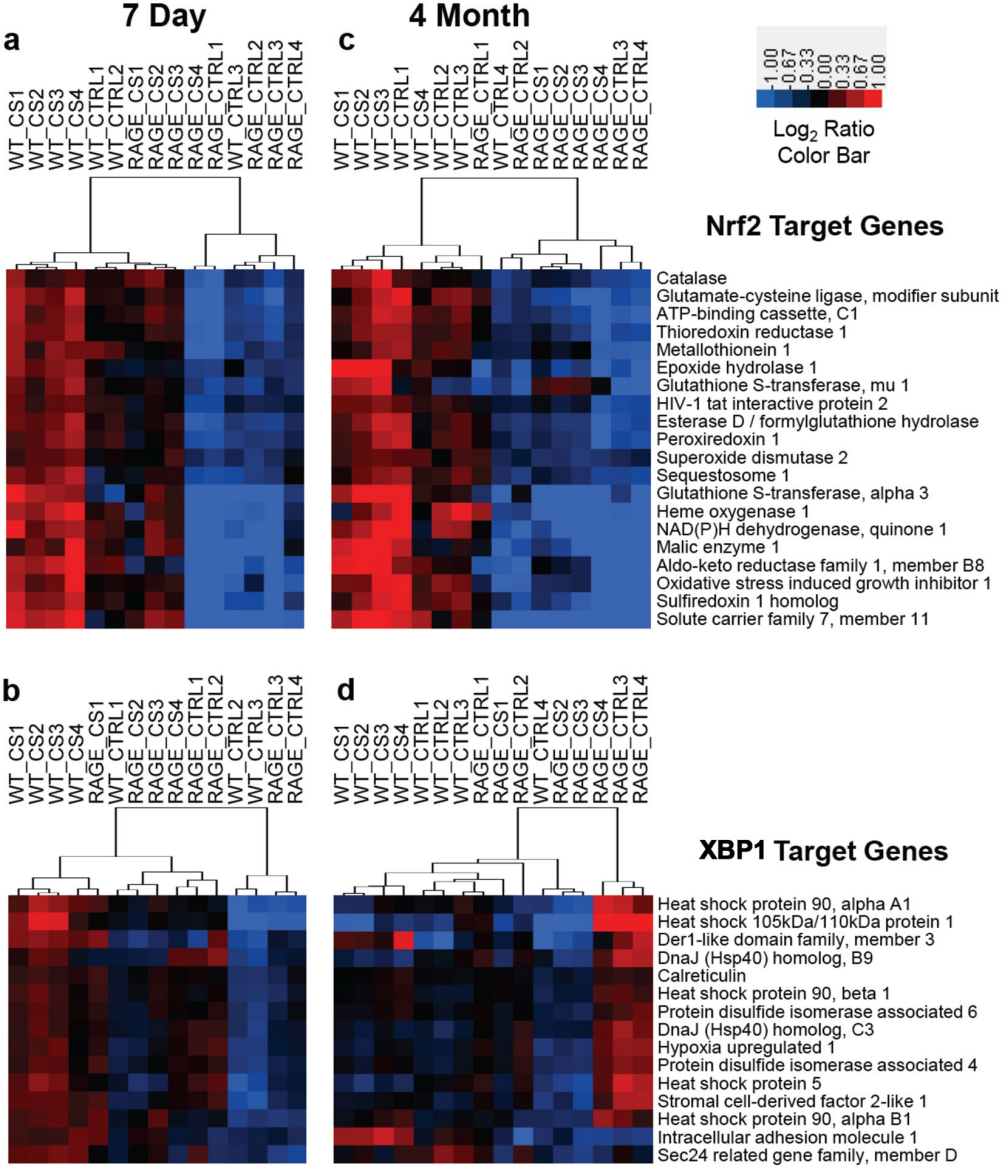
Expression of Nrf2 and XBP1 target genes by AM following 7 days or 4 months of CS exposure is impacted by the absence of RAGE. The relative expression of twenty Nrf2 and fifteen XBP1 target genes were evaluated by hierarchical clustering. (**a**) Nrf2 target genes at 7 days. (**b**) XBP1 target genes at 7 days. (**c**) Nrf2 target genes at 4 months. (**d**) XBP1 target genes at 4 months. Log_2_ ratios comparing each AM RNA sample to the average of all samples were used for Euclidian distance clustering. Red denotes increased expression, blue decreased expression and black no change.

**Figure 4:**
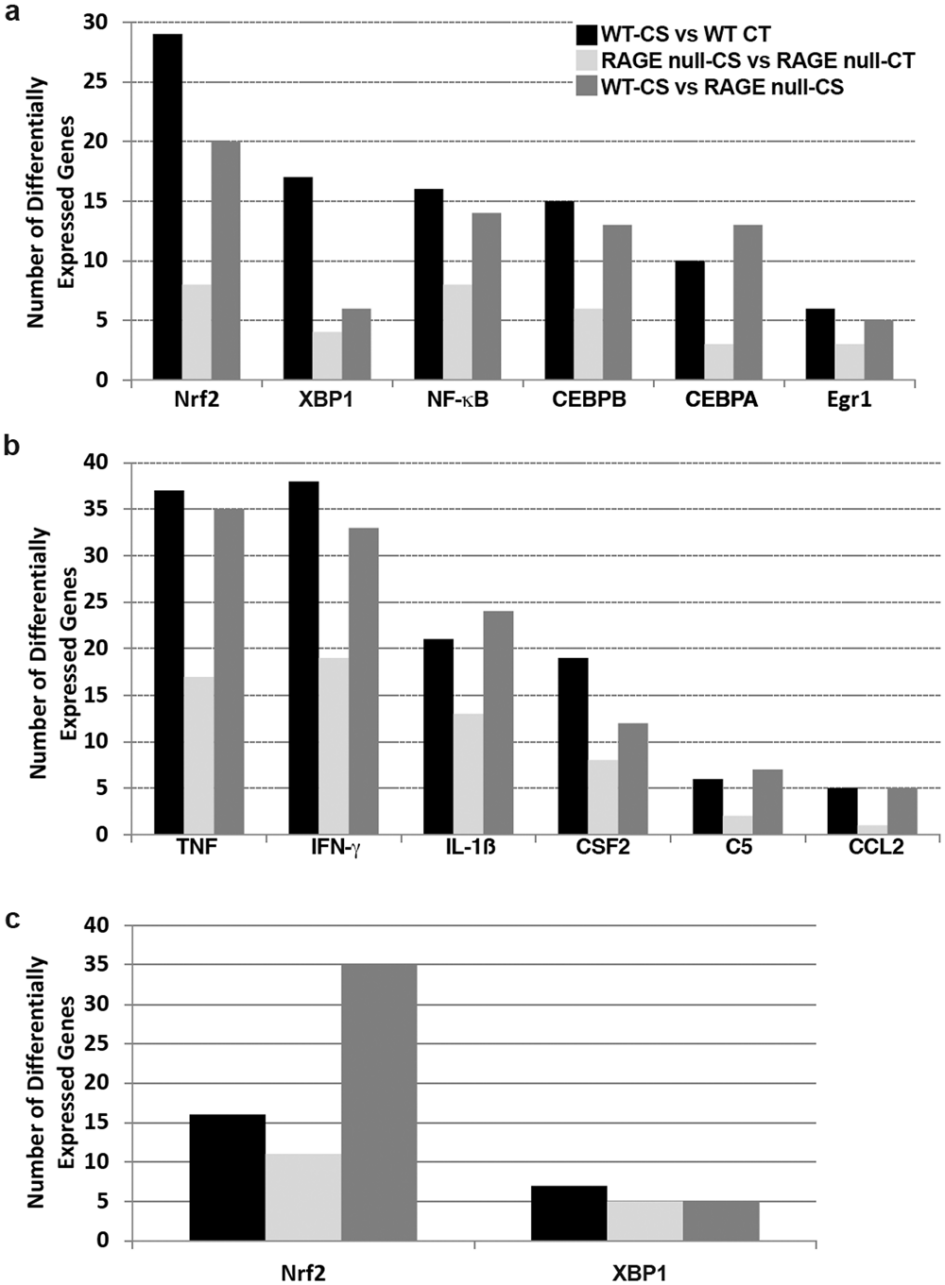
The absence of RAGE reduces expression of genes activated by key upstream regulators in AM following exposure to CS for 7 days or 4 months. (**a**) Number of differentially expressed genes activated by each transcription factor after 7 days CS exposure. (**b**) Number of differentially expressed genes activated by each cytokine after 7 days CS exposure. (**c**) Comparison of the total number of differentially expressed target genes for Nrf2 and XBP1 after a 4-month CS exposure. Differentially expressed genes had a fold change ≥ 1.5 and false discovery rate < 0.05. The number of differentially expressed genes from four comparisons are shown: WT-CS vs WT-CT (CS-exposed WT compared to control WT mice, *black bars*), RAGE-CS vs RAGE-CT (CS-exposed RAGE null compared to control RAGE null mice, *grey bars*) and WT-CS vs RAGE-CS (CS-exposed WT compared to CS-exposed RAGE null mice, *dark grey bars*). The name, fold change and prediction state based on direction of fold change for each gene is shown in Supplementary Tables 4 (transcription factors) and 5 (cytokines).

When comparing AM from CS-exposed and control RAGE null mice, none of the genes regulated by those transcription factors or cytokines found overexpressed in AM from CS-exposed WT mice reached a significant z-score > 2 (Table 1). While there were several target genes associated with each upstream regulator found differentially expressed in AM from CS-exposed compared with control RAGE null mice, this number was dramatically reduced as compared with WT mice (Fig. 4a,b, Supplementary Tables 4 and 5). These results show that the absence of RAGE significantly reduces AM gene expression changes associated with oxidative stress, ER stress, and cytokine activity in response to CS exposure.

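In AM of RAGE null mice, some genes of monocytes and dendritic cells were lower after 7 days of CS. The Nrf2 and XBP1 target genes of Fig. 3 were not called. For the number of genes called for CS in these mice, chance could not be excluded by other splits of the libraries. S100a4, a calcium-binding protein of motile monocytes, fell from 28.3 ± 2.39 CPM (SD, n = 4) to 11.1 ± 3.05 CPM (SD, n = 4), a log2 fold change of -1.33 (standard error 0.16, adjusted p = 0.000257 from edgeR). Cx3cr1, the fractalkine receptor of monocytes, fell from 3.65 ± 1.83 CPM (SD, n = 4) to 0.682 ± 0.326 CPM (SD, n = 4), with adjusted p = 0.0129 (0.0511, 0.0678 and 0.0533 without CS-exposed RAGE null replicate 1, 2 or 3). Of 18 genes of monocytes and interstitial macrophages 3 fell and none rose (9 adjusted over the list alone), and of 16 genes of dendritic cells 5 fell and none rose (9 adjusted over the list alone). Their list tests gave adjusted p-values of 2.6e-13 and 7.0e-12 (0.0470 for both with an estimated correlation). In WT mice, 3 of 18 monocyte genes (4 adjusted over the list alone) and 1 of 16 dendritic genes (1 adjusted over the list alone) fell. The dendritic count was 0 without any 1 of WT control replicates 0, 1 and 2, CS-exposed WT replicates 0, 1 and 2, RAGE null control replicate 1 and CS-exposed RAGE null replicates 1, 2 and 3, but 3 without CS-exposed WT replicate 3 and 2 without RAGE null control replicate 3. At an unadjusted p under 0.05, 5 of the monocyte genes were lower and 1 higher and 7 of the dendritic genes were lower, with list tests at adjusted p = 0.00165 and 0.00284 (0.371 and 0.357 with an estimated correlation). Flt3, a growth factor receptor of dendritic cells, fell by 1.89 (standard error 0.34, adjusted p = 0.0152). That call was lost without control RAGE null replicate 2 (adjusted p = 0.0518) or CS-exposed RAGE null replicate 1 (0.0535) or 2 (0.0774). Without CS-exposed RAGE null replicate 1, 2 or 3, the monocyte count was 1 each and the dendritic count 0, 0 and 2. The dendritic count was also 1, 2 and 0 without control RAGE null replicate 0, 1 or 2, and 3 without control WT replicate 1. Of the 20 Nrf2 genes edgeR called 0, as did DESeq2, with 11 higher and none lower at an unadjusted p under 0.05 and 5 higher adjusted over the list alone; 8 were called without CS-exposed RAGE null replicate 0. Slc7a11, the cystine transporter, had a log2 fold change of 1.92 (standard error 0.58, adjusted p = 0.125; 0.00808 without that replicate). Cat, catalase, had one of 0.73 (standard error 0.22, adjusted p = 0.132) and was called without it. Of the 15 XBP1 genes edgeR called 0, as did DESeq2 and as did the adjustment over the list alone, with 4 higher and none lower at an unadjusted p under 0.05. Sdf2l1 had a log2 fold change of 0.05 (standard error 0.14, adjusted p = 0.892), and Hspa5 one of -0.21 (standard error 0.17, adjusted p = 0.580). Both sets were chosen by the study on these samples. The list test gave an adjusted p of 7.2e-09 for the Nrf2 genes (adjusted p = 0.379 with an estimated correlation) and 0.0173 for the XBP1 genes (adjusted p = 0.601 with an estimated correlation). The latter was 0.349 and 0.137 without control RAGE null replicate 0 or 1 and 0.116 without CS-exposed RAGE null replicate 2. Of 25 genes induced by TNF and IL-1, edgeR called 0; 9 were higher and 5 lower at an unadjusted p under 0.05, 3 higher and 4 lower adjusted over the list alone, and DESeq2 called 1 higher and 1 lower. The list test of these genes gave adjusted p = 0.149. Without CS-exposed RAGE null replicate 0 it gave 0.0156 with 3 members called, and 1 was called without control RAGE null replicate 3. Per mouse, the mean log2 CPM of the Nrf2 genes was 6.03 ± 0.44 (SD, n = 4) in control and 6.64 ± 0.72 (SD, n = 4) in CS-exposed RAGE null mice (2-sided exact permutation test, p = 0.200).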

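Single chaperones of the ER differed between the genotypes in their response to 7 days of CS by DESeq2 but not by edgeR, and the Nrf2 target genes of Fig. 3 by neither. The difference was tested as the response of WT mice minus that of RAGE null mice. Hspa5 had an interaction of 1.18 on the log2 scale (standard error 0.25, adjusted p = 0.139 from edgeR), Sdf2l1 0.94 (standard error 0.21, adjusted p = 0.139) and Hyou1, an ER chaperone, 0.82 (standard error 0.19, adjusted p = 0.139). DESeq2 called these 3 genes (adjusted p = 0.0197, 0.00963 and 0.0101). By edgeR they were called without control RAGE null replicate 0 (adjusted p = 0.0400 for each), and Hspa5 (0.0379) and Sdf2l1 (0.0398) without control WT replicate 2. Of the 15 XBP1 genes of Fig. 3b edgeR called 0 in the interaction, against 8 adjusted over the list alone, 12 higher at an unadjusted p under 0.05 and 5 by DESeq2; the study chose them on these samples. Their list test gave an adjusted p of 1.4e-14 (adjusted p = 0.163 with an estimated correlation), and that of 30 other ER genes 4.6e-15 (adjusted p = 0.163 with an estimated correlation). Of those 30 genes edgeR called 0, against 5 adjusted over the list alone, 23 higher at an unadjusted p under 0.05 and 2 by DESeq2. Of 18 airway genes edgeR called 0, against 12 adjusted over the list alone, 12 higher at an unadjusted p under 0.05 and 4 by DESeq2, with a list test at an adjusted p of 2.2e-12 (adjusted p = 0.163 with an estimated correlation). Without control WT replicate 2 or control RAGE null replicate 0, edgeR called 3 or 5 of the XBP1 genes and 1 or 2 of the other ER genes. Of the 20 Nrf2 genes edgeR called 0, as did DESeq2 and the adjustment over the list alone, with 2 higher at an unadjusted p under 0.05. The list test had adjusted p = 0.130. It passed without control WT replicate 1 (adjusted p = 0.0212) or 2 (0.0438), control RAGE null replicate 2 (0.00406) and CS-exposed RAGE null replicate 1 (0.00730) or 3 (0.0195). Of 25 other Nrf2 target genes edgeR and the adjustment over the list alone called 0, with 4 higher at an unadjusted p under 0.05, and DESeq2 called Cbr2 (adjusted p = 0.0493; 0.178 from edgeR). The list test of these 25 genes gave an adjusted p of 0.0282 (adjusted p = 0.641 with an estimated correlation). That test was lost without control WT replicate 0 (adjusted p = 0.524), CS-exposed WT replicate 0 (0.0579), control RAGE null replicate 0 (0.0705), 1 (0.0653) or 3 (0.0735) or CS-exposed RAGE null replicate 0 (0.298). Ephx1 had an interaction of 0.40 (standard error 0.14, adjusted p = 0.220). Of 25 genes induced by TNF and IL-1 edgeR, DESeq2 and the adjustment over the list alone called 0, with 2 lower at an unadjusted p under 0.05, and the list test gave adjusted p = 0.635. Over all genes edgeR called 0 for the interaction, with 2096 at an unadjusted p under 0.05 and 113 called by DESeq2; it called 68 without control WT replicate 2, 119 without control RAGE null replicate 0 and 2 without CS-exposed RAGE null replicate 0. Of the genes called for CS in WT mice, 215 (71.9%) had the same sign in RAGE null mice, and 31 were called in both genotypes, all 31 in the same direction, against 1.31 if the calls were independent. Across the 13220 genes, which are not independent replicates, the slope of the RAGE null on the WT log2 fold changes was 0.0831 (Pearson's r 0.111, Spearman's rho 0.171), and the slope in the reverse direction 0.148. The slope was 0.214 without CS-exposed WT replicate 0, 0.252 over genes of higher expression, and -0.00113, 0.180 and 0.138 without control RAGE null replicate 0, 1 or 3. Noise in the WT log2 fold changes lowers this slope, so it does not measure the size of the RAGE null response relative to that of WT mice. The paper takes its pathway scores together with the smaller number of changed target genes in RAGE null mice. It concludes that the absence of RAGE lowers the part of the response tied to oxidative stress, ER stress and cytokines.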

To identify smoking-related biological pathways and disease processes directly influenced by the absence of RAGE, we compared AM gene expression between CS-exposed WT and CS-exposed RAGE null mice (Table 1, Supplementary Tables 4 and 5). 

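After 7 days of CS, libraries of WT mice held more of the Nrf2 targets Ephx1 and Akr1b8 and of the chemokine Cxcl1 than those of RAGE null mice. They held less of several type 1 and type 2 alveolar genes. Ephx1 (ENSMUSG00000038776) measured 21.9 ± 3.04 CPM (SD, n = 4) in RAGE null mice, a log2 fold change of WT over RAGE null of 0.82 (standard error 0.10, adjusted p = 0.000137 from edgeR). Akr1b8, an aldo-keto reductase, measured 25.1 ± 4.89 CPM (SD, n = 4) in WT and 9.59 ± 3.40 CPM (SD, n = 4) in RAGE null mice, with adjusted p = 0.0152 (0.0508 without CS-exposed WT replicate 3). These 2 genes were the only ones called of the 20 Nrf2 genes of Fig. 3, with 12 higher adjusted over the list alone; 4 were called without control WT replicate 0 and 1 without CS-exposed WT replicate 3. Their list test gave an adjusted p of 1.1e-14 (adjusted p = 0.419 with an estimated correlation), and the study chose them on these samples. Egr1, an immediate early transcription factor, measured 13.5 ± 3.20 CPM (SD, n = 4) in WT and 7.46 ± 2.04 CPM (SD, n = 4) in RAGE null mice, a log2 fold change of 0.86 (standard error 0.21, adjusted p = 0.0268). Its call was lost without CS-exposed WT replicate 3 (adjusted p = 0.0946) or CS-exposed RAGE null replicate 0 (0.0817) or 1 (0.0753). Of 27 immediate early genes 3 were higher and 1 lower in WT mice (5 and 1 adjusted over the list alone), and the list test gave adjusted p = 0.228. It passed without CS-exposed WT replicate 2 (adjusted p = 0.0324), and the counts were 1 and 1 without CS-exposed WT replicate 3 and 0 and 1 without CS-exposed RAGE null replicate 0. Dusp5, a phosphatase of this set, was lower in WT mice, at 44.9 ± 6.68 CPM (SD, n = 4) against 72.9 ± 8.64 CPM (SD, n = 4), with adjusted p = 0.00985. Of 25 genes induced by TNF and IL-1, 5 were higher and 2 lower in WT mice, with the same counts adjusted over the list alone, and the list test gave adjusted p = 0.175. Cxcl1, a neutrophil chemokine, measured 7.74 ± 1.98 CPM (SD, n = 4) in WT and 2.24 ± 0.598 CPM (SD, n = 4) in RAGE null mice, with adjusted p = 0.00394. Hbegf, a growth factor, was lower in WT mice, with a log2 fold change of -3.07 (standard error 0.35, adjusted p = 1.0e-04). The counts of this set were 2 and 2, 1 and 1, and 2 and 1 without CS-exposed WT replicate 0, 1 or 3, and 1 and 1 and 2 and 2 without CS-exposed RAGE null replicate 0 or 2. Il1b had a log2 fold change of -0.01 (standard error 0.21, adjusted p = 0.987), and Ccl2, the gene of the chemokine named as a regulator, 0.42 (standard error 0.58, adjusted p = 0.762). C5ar1, the receptor of the complement fragment C5a, was lower in WT mice, with a log2 fold change of -0.80 (standard error 0.11, adjusted p = 0.000752). In the same libraries 11 of 18 type 1 and 6 of 17 type 2 alveolar genes were lower in WT mice and none was higher (12 and 10 lower adjusted over the list alone). Their list tests gave adjusted p-values of 6.1e-21 and 7.4e-13 (adjusted p = 0.0629 and 0.108 with an estimated correlation). Of 18 airway genes 2 were higher in WT mice and 1 lower (11 and 1 adjusted over the list alone). The airway counts were 0 and 0 without CS-exposed WT replicate 0 or CS-exposed RAGE null replicate 2, 1 and 0 without CS-exposed WT replicate 1 or CS-exposed RAGE null replicate 0, 0 and 1 without CS-exposed RAGE null replicate 1, 6 and 1 without CS-exposed WT replicate 3 and 4 and 1 without RAGE null control replicate 1. At an unadjusted p under 0.05, 12 airway genes were higher and 1 lower, with a list test at an adjusted p of 2.4e-05 (adjusted p = 0.433 with an estimated correlation).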

Genes predicted to be regulated by the same upstream regulators (Nrf2, TNF, IL-1β, Egr1, C5, CCL2) as reported for the WT CS-exposed versus WT control comparison were overexpressed in the WT CS-exposed versus RAGE null CS-exposed comparison. In addition, this comparison predicted activation of genes regulated by additional upstream regulators including nuclear factor kappa-light-chain-enhancer of activated B-cells (NF-κB), CCAAT/enhancer binding protein beta, and interferon gamma (IFN-γ). 

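After 7 days of CS, 6 of 30 NF-κB target genes were higher and 1 lower in AM of WT than of RAGE null mice. Target genes of IFN-γ were not called. Nfkbie, an inhibitor of NF-κB that NF-κB itself induces, measured 33.4 ± 5.04 CPM (SD, n = 4) in WT and 20.0 ± 3.00 CPM (SD, n = 4) in RAGE null mice, a log2 fold change of 0.75 (standard error 0.12, adjusted p = 0.00191 from edgeR). Ccl3, a chemokine of macrophages, measured 27.3 ± 6.58 CPM (SD, n = 4) in WT and 13.7 ± 3.03 CPM (SD, n = 4) in RAGE null mice, with adjusted p = 0.00557. Ptgs2, the inducible cyclooxygenase, was lower in WT mice, with a log2 fold change of -1.75 (standard error 0.40, adjusted p = 0.0204). Its call was lost without CS-exposed WT replicate 1 (adjusted p = 0.0598) or 3 (0.0564) or CS-exposed RAGE null replicate 0 (0.0736). Of 30 NF-κB target genes 6 were higher and 1 lower in WT mice (7 and 1 adjusted over the list alone). Their median log2 fold change was 0.37, and the list test gave an adjusted p of 2.6e-09 (adjusted p = 0.161 with an estimated correlation). Without CS-exposed WT replicate 1 or 3, 4 or 3 members were called, and 3 without CS-exposed RAGE null replicate 0. Of 15 target genes of CCAAT/enhancer binding proteins 1 was higher and 1 lower, with the same counts adjusted over the list alone, with a median log2 fold change of -0.04, a mean of 0.24 and, tested downward, adjusted p = 0.580. The higher gene was Ltf, lactoferrin, at 742 ± 1426 CPM (SD, n = 4) in WT and 21.2 ± 8.73 CPM (SD, n = 4) in RAGE null mice, with adjusted p = 0.0330. Its call was lost without CS-exposed WT replicate 0 (adjusted p = 0.545) and without each CS-exposed RAGE null replicate from 0 to 3 (0.0829, 0.0859, 0.0843 and 0.0741). Without these same libraries, CS-exposed WT replicate 0 and CS-exposed RAGE null replicates 1, 2 and 3, 1 member was called, 0 without CS-exposed RAGE null replicate 0, and 1 without CS-exposed WT replicate 1 or 3. Of 16 genes of dendritic cells 4 were higher in WT mice (7 adjusted over the list alone). That count was 2 without WT control replicate 1 or 2, CS-exposed WT replicate 1, RAGE null control replicate 1 or CS-exposed RAGE null replicate 3, and 1 without CS-exposed WT replicate 0 or 3 or CS-exposed RAGE null replicate 0, 1 or 2. At an unadjusted p under 0.05, 7 dendritic genes were higher and 1 lower, with a list test at an adjusted p of 0.000297 (adjusted p = 0.419 with an estimated correlation). Cebpb itself had a log2 fold change of -0.13 (standard error 0.12, adjusted p = 0.630). Of 24 IFN-γ target genes edgeR called 0, as did DESeq2, with 2 higher adjusted over the list alone and 6 higher and 3 lower at an unadjusted p under 0.05; the list test gave adjusted p = 0.600. Fcgr4, an activating Fc receptor, had a log2 fold change of -0.42 (standard error 0.10, adjusted p = 0.0201), under the fold threshold. Cxcl9, a chemokine induced by IFN-γ, had one of 0.79 (standard error 0.27, adjusted p = 0.108).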

In some cases, the WT-CS vs RAGE-CS comparison resulted in increased statistical significance (Table 1, Supplementary Tables 4 and 5) and/or more differentially expressed target genes (Fig. 4a,b) as compared with the WT CS exposed versus WT control comparison providing additional evidence of the role of RAGE in overexpression of those pathways in response to CS exposure.

### Sequencing of AM RNA following 4 months of CS expsoure reveals important differences between WT and RAGE null mice and between acute and chronic CS exposure

The AM from WT and RAGE null mice exposed to either air or CS for 4 months also were analyzed by RNA sequencing. 

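Ager was higher in every 4-month library labelled RAGE null than in every library labelled WT. The libraries of control mice labelled WT held 2.44, 1.37, 1.61 and 1.65 CPM of Ager, and those of CS-exposed mice labelled WT 1.60, 2.00, 1.18 and 0.644 CPM. Those of control mice labelled RAGE null held 2.79, 3.80, 2.63 and 3.71 CPM, and those of CS-exposed mice labelled RAGE null 3.17, 4.03, 3.27 and 3.42 CPM. The mean was 1.56 ± 0.535 CPM (SD, n = 8) in libraries labelled WT and 3.35 ± 0.489 CPM (SD, n = 8) in those labelled RAGE null (2-sided exact permutation test, p = 0.000155, the smallest possible). These values rest on 10 to 77 counts per library and do not show which part of the gene the reads came from. H2-T10, a gene near Ager that was higher in RAGE null mice after 7 days, was also higher in the CS-exposed 4-month libraries labelled RAGE null, at 21.1 ± 1.41 CPM (SD, n = 4) against 2.99 ± 0.132 CPM (SD, n = 4). Of 13 genes within 5 Mb of Ager called between genotypes in both exposures at 7 days, all 13 had the same direction in both exposures at 4 months, as did 131 of 145 such genes over all chromosomes. Some of the 13 overlap each other and may share reads. An exchange of the WT and RAGE null labels at 4 months would reverse these directions, so the values argue against it, and the Ager counts stay unexplained. The paper reports that RAGE immunostaining was absent in RAGE null lung tissue. Each of the 4 groups had 4 mice, and CS was given 5 days per week for 4 months to mice aged 8 to 12 weeks at the start. Total counts per library had a median of 16872928 in controls labelled WT (range 12769797 to 34492288) and 16834994 in CS-exposed mice labelled WT (14885608 to 20025262). The median was 15718056 in controls labelled RAGE null (13458715 to 19674017) and 16440771 in CS-exposed mice labelled RAGE null (14966896 to 19214827). The paper gives an upper end of 20.0 M reads per library; the values here use the deposited counts. After the same filter, scaling and fit as at 7 days, 13045 genes were tested.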

The AM from control RAGE null mice continue to express more genes regulated by upstream mediators with relevance to tissue growth and vascular function (Supplementary Table 3). 

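In 4-month controls, libraries labelled RAGE null held more of several matrix, vascular and lung epithelial genes than libraries labelled WT, although Ager ran against these labels. Crim1, a membrane protein that binds growth factors, measured 7.00 ± 0.460 CPM (SD, n = 4) in controls labelled WT and 58.1 ± 6.73 CPM (SD, n = 4) in controls labelled RAGE null. Epas1, a hypoxia-inducible factor of vessels and AM, ran the other way, at 58.2 ± 15.7 CPM (SD, n = 4) in WT and 7.56 ± 2.31 CPM (SD, n = 4) in RAGE null controls. Vegfa had a log2 fold change of WT over RAGE null of -2.32 (standard error 0.54, adjusted p = 0.00940 from edgeR). Thbs1, thrombospondin 1, had -2.51 (standard error 0.59, adjusted p = 0.0101) and Fn1, fibronectin, -0.85 (standard error 0.20, adjusted p = 0.0111). Itgb5, an integrin chain, had -0.26 (standard error 0.06, adjusted p = 0.00696), under the fold threshold. Of 25 target genes of transforming growth factor beta 6 were higher in libraries labelled RAGE null and none in those labelled WT, also when adjusted over the list alone. Without RAGE null control replicate 2 the numbers were 9 and 1, and without replicate 3 they were 3 and 0. The list had an adjusted p of 0.128 (adjusted p = 0.533 with an estimated correlation). The list passed without WT control replicate 0 (adjusted p = 0.0475) or RAGE null control replicate 1 (0.0370) or 2 (0.0285). Of 13 type 1 alveolar genes 9 were higher in RAGE null controls and none lower, and of 12 type 2 genes 9 were higher and 1 lower, with the same counts adjusted over each list alone. Their list tests gave adjusted p-values of 8.4e-07 and 2.4e-05 (adjusted p = 0.533 for both with an estimated correlation). Sftpc, the surfactant protein of type 2 cells, measured 1.83 ± 0.412 CPM (SD, n = 4) in WT and 46.3 ± 40.2 CPM (SD, n = 4) in RAGE null controls, and Clic5, a chloride channel protein of type 1 cells, 0.512 and 5.64 CPM. Of 14 general epithelial genes 6 were higher in RAGE null and 1 in WT controls, also adjusted over the list alone, and the list test gave adjusted p = 0.0271 (adjusted p = 0.533 with an estimated correlation). Without RAGE null control replicate 0 or 3, 4 or 3 members were called and the list had adjusted p = 0.0637 or 0.0519. Of 8 transcripts that move with RNA quality edgeR, DESeq2 and the adjustment over the list alone called 0, with 5 higher in libraries labelled RAGE null at an unadjusted p under 0.05 and a list test at an adjusted p of 0.0435 (adjusted p = 0.686 with an estimated correlation). That test was lost without WT control replicate 1 (adjusted p = 0.158) or 3 (0.0522), RAGE null control replicate 1 (0.109) or 2 (0.190) or CS-exposed RAGE null replicate 0 (0.0567) or 3 (0.0512). In all, 909 genes differed between the controls, 448 higher in those labelled WT and 461 in those labelled RAGE null, and 1481 without RAGE null control replicate 2; a fit of these 8 libraries alone called 604. The groups did not overlap in 593 of the 909 genes, and in 20.2% of all genes tested against 2.86% by chance.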

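Xbp1 itself and some ER chaperones were higher in 4-month controls labelled RAGE null than in controls labelled WT. The level of Ager ran against these labels. Xbp1 (ENSMUSG00000020484), the transcription factor of ER stress, measured 428 ± 45.4 CPM (SD, n = 4) in WT and 743 ± 106 CPM (SD, n = 4) in RAGE null controls, a log2 fold change of WT over RAGE null of -0.80 (standard error 0.13, adjusted p = 0.00154 from edgeR). Derl3, which removes misfolded proteins from the ER, measured 0.847 ± 0.307 CPM (SD, n = 4) in WT and 2.02 ± 0.581 CPM (SD, n = 4) in RAGE null controls, with adjusted p = 0.00859. Dnajc3, a co-chaperone of the ER, had a log2 fold change of -0.61 (standard error 0.14, adjusted p = 0.00762), Hyou1 -0.66 (standard error 0.16, adjusted p = 0.00981) and Sdf2l1 -0.70 (standard error 0.18, adjusted p = 0.0151). Of the 15 XBP1 target genes, which the study chose on its own samples, 5 were higher in RAGE null controls and none lower (6 adjusted over the list alone). Tested as a list they had an adjusted p of 0.000484 (adjusted p = 0.593 with an estimated correlation). Of 30 other ER genes 4 were higher and none lower (5 adjusted over the list alone), with a list test at an adjusted p of 1.9e-05 (adjusted p = 0.533 with an estimated correlation). Per mouse, the mean log2 CPM of the XBP1 targets was 7.50 ± 0.18 (SD, n = 4) in WT and 7.94 ± 0.30 (SD, n = 4) in RAGE null controls (2-sided exact permutation test, p = 0.0571). The number of XBP1 targets called was 3, 3, 1, 8 and 2 without WT control replicate 1 or 2 or RAGE null control replicate 0, 2 or 3, the 8 holding 1 that was higher in WT. Sdf2l1 was not called without RAGE null control replicate 0 (adjusted p = 0.0503) or 3 (0.0553). Dnajc3 ended at the fold threshold without WT control replicate 2 or RAGE null control replicate 0 or 3, and Hyou1 without WT control replicate 1 or RAGE null control replicate 0.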

XBP1 target gene expression was higher in AM from control RAGE null mice compared to WT mice after the 4-month period (Fig. 3d). 

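Several phase 2 and antioxidant genes were higher in 4-month controls labelled WT than in those labelled RAGE null, and Ugt1a6a was lower. Ager was higher in the libraries labelled RAGE null. Ephx1 measured 40.7 ± 5.93 CPM (SD, n = 4) in WT and 18.5 ± 6.59 CPM (SD, n = 4) in RAGE null controls, a log2 fold change of 1.15 (standard error 0.25, adjusted p = 0.00754 from edgeR). Akr1b8 had a log2 fold change of 1.41 (standard error 0.38, adjusted p = 0.0182), and Mt1, a metallothionein, 0.84 (standard error 0.23, adjusted p = 0.0185). Gstm1, a glutathione transferase, had 0.57 (standard error 0.15, adjusted p = 0.0146), under the fold threshold. Of the 20 Nrf2 target genes, chosen by the study on its own samples, 10 were higher in WT controls and none lower (14 adjusted over the list alone). Their list test gave an adjusted p of 8.4e-07 (adjusted p = 0.533 with an estimated correlation). Of 24 other Nrf2 genes 3 were higher and 1 lower (4 and 1 adjusted over the list alone), with a list test at an adjusted p of 0.0143 (adjusted p = 0.752 with an estimated correlation). Mgst2, a microsomal glutathione transferase, had a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.00708), and Ugt1a6a, a glucuronosyltransferase, -0.66 (standard error 0.14, adjusted p = 0.00533). Ugt1a6a lies on chromosome 1 between 85000001 and 90000000, where 15 of 44 genes, other Ugt1a genes among them, were called between genotypes in both exposures. With overlapping genes counted once that window did not pass, so the Ugt1a6a value may hold reads shared with its neighbours. Per mouse, the mean log2 CPM of the Nrf2 targets was 6.98 ± 0.60 (SD, n = 4) in WT and 6.11 ± 0.46 (SD, n = 4) in RAGE null controls (2-sided exact permutation test, p = 0.0857). The number of the 20 called was 6, 17, 1 and 6 without WT control replicate 0, 1, 2 or 3, and 2, 6, 16 and 1 without RAGE null control replicate 0, 1, 2 or 3. The call of Akr1b8 was lost without WT control replicate 2 (adjusted p = 0.0618) or RAGE null control replicate 3 (0.0579), and that of Mt1 without WT control replicate 2 (0.0646) or RAGE null control replicate 0 (0.0546) or 3 (0.0588). For the other Nrf2 genes, 2 were called without WT control replicate 2 or RAGE null control replicate 0 or 3, and the list had adjusted p = 0.0680 without WT control replicate 2 and 0.0513 without RAGE null control replicate 3.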

Gene expression mediated by Nrf2 was greater in the AM from control WT mice than age-matched RAGE null mice. (Fig. 3c). After 4 months of CS exposure the AM from WT mice continued to express more Nrf2 target genes than RAGE null AM. 

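After 4 months of CS, most of the Nrf2 target genes of Fig. 3 were higher in AM labelled WT than in AM labelled RAGE null; Ager was higher in the libraries labelled RAGE null. Slc7a11, the cystine transporter that supplies glutathione synthesis, measured 614 ± 195 CPM (SD, n = 4) in WT and 88.6 ± 27.6 CPM (SD, n = 4) in RAGE null mice, a log2 fold change of 2.79 (standard error 0.50, adjusted p = 0.00229 from edgeR). Hmox1 measured 1411 ± 442 CPM (SD, n = 4) in WT and 339 ± 30.4 CPM (SD, n = 4) in RAGE null mice, with adjusted p = 0.00477. Sod2 had a log2 fold change of 0.82 (standard error 0.14, adjusted p = 0.00147), Ephx1 1.55 (standard error 0.25, adjusted p = 0.000956) and Gsta3 3.04 (standard error 0.59, adjusted p = 0.00403). Of the 20 genes 17 were higher in WT mice and none lower (18 adjusted over the list alone; 10 without CS-exposed WT replicate 2), and the study chose them on these samples. Their list test gave an adjusted p of 3.1e-17 (adjusted p = 0.467 with an estimated correlation). Per mouse, the mean log2 CPM of the list was 7.44 ± 0.34 (SD, n = 4) in WT and 6.08 ± 0.43 (SD, n = 4) in RAGE null mice after CS (2-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). Against their own controls, 3 of the 20 rose and none fell in WT mice, and 1 rose and 1 fell in RAGE null mice, with the same counts adjusted over the list alone. Gstm1 rose in both, from 309 ± 37.1 to 646 ± 144 CPM (SD, n = 4 each) in WT and from 208 ± 24.6 to 477 ± 58.7 CPM (SD, n = 4 each) in RAGE null mice. Among RAGE null mice Hmox1 fell by 1.40 on the log2 scale (standard error 0.40, adjusted p = 0.0221). That call was lost without RAGE null control replicate 2 (adjusted p = 0.0712) or CS-exposed RAGE null replicate 1 (0.0500) or 3 (0.0538), and the count in RAGE null mice was 4, 1 and 1 without CS-exposed RAGE null replicate 0, 1 or 3. The list test of the response to CS gave an adjusted p of 0.00652 in WT mice (adjusted p = 0.861 with an estimated correlation), lost without WT control replicate 1 (0.235) or CS-exposed WT replicate 2 (0.0617), and 0.656 in RAGE null mice, where the median (-0.07) and the mean (-0.05) were negative and the test pointed upward. The interaction of CS and genotype had a list test at an adjusted p of 0.00740 (adjusted p = 0.725 with an estimated correlation). It was lost without WT control replicate 1 (adjusted p = 0.208), CS-exposed WT replicate 2 (0.0821), RAGE null control replicate 2 (0.275) or CS-exposed RAGE null replicate 0 (0.306). In that interaction edgeR called 0 of the 20 genes, as did DESeq2 and the adjustment over the list alone, with 3 at an unadjusted p under 0.05.

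**Figure D2:**
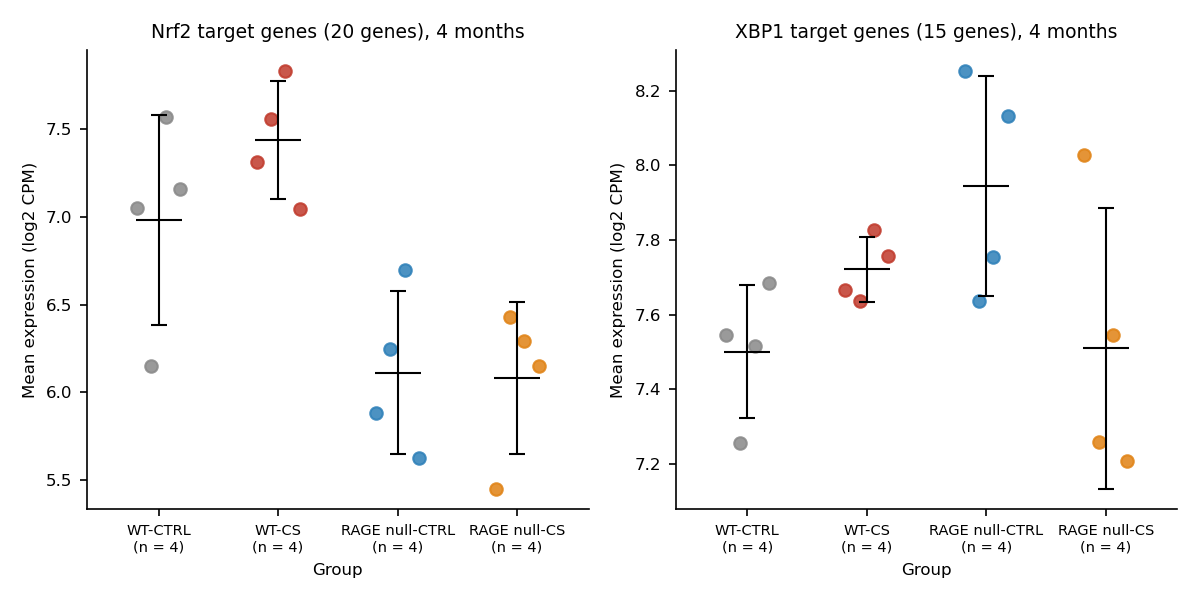
Mean log2 CPM per mouse of the 20 Nrf2 and the 15 XBP1 target genes of Fig. 3 in the 4 groups after 4 months, by the labels of the libraries, one dot per mouse, with the group mean as a bar and the SD as error bars. After CS the mean of the Nrf2 genes is 7.44 in mice labelled WT and 6.08 in mice labelled RAGE null.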

(Table 2, Figs 3c and 4c). 

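XBP1 target genes differed little between CS-exposed and control AM labelled WT after 4 months, and several were lower after CS in AM labelled RAGE null; Ager ran against these labels. In RAGE null mice Xbp1 fell from 743 to 396 ± 85.6 CPM (SD, n = 4), a log2 fold change of -0.91 (standard error 0.13, adjusted p = 0.000347 from edgeR). Dnajb9, a co-chaperone of the ER, fell from 200 ± 48.3 to 123 ± 37.8 CPM (SD, n = 4 each), with adjusted p = 0.0107. Hspa5 fell from 1961 ± 497 to 1191 ± 427 CPM (SD, n = 4 each), with adjusted p = 0.0237, and Sdf2l1 fell by 0.59 (standard error 0.18, adjusted p = 0.0309). Sec24d, a coat protein of ER export, had a log2 fold change of -0.51 (standard error 0.14, adjusted p = 0.0170), under the fold threshold. In WT mice Derl3 rose to 2.26 ± 0.675 CPM (SD, n = 4), a log2 fold change of 1.44 (standard error 0.29, adjusted p = 0.00374), and Icam1 rose from 163 ± 30.9 to 278 ± 20.5 CPM (SD, n = 4 each), with adjusted p = 0.0127. Hspa5 had a log2 fold change of -0.19 in WT mice (adjusted p = 0.590), and its interaction was 0.53 (adjusted p = 0.487). The interactions of Xbp1 (0.62, adjusted p = 0.219) and Derl3 (2.25, adjusted p = 0.0615) did not pass by edgeR. Derl3 was called by DESeq2 (adjusted p = 0.000990) and without WT control replicate 3 (0.0382), RAGE null control replicate 1 (0.0395) or 2 (0.0318) or CS-exposed RAGE null replicate 0 (0.0319). Of the 15 targets, chosen by the study on its samples, 2 rose and none fell in WT mice (2 adjusted over the list alone), and 3 fell and none rose in RAGE null mice (4 adjusted over the list alone). The list test gave an adjusted p of 0.0980 in WT mice (adjusted p = 0.861 with an estimated correlation), which passed without WT control replicate 3 (0.0344) or CS-exposed WT replicate 1 (0.0495). The RAGE null test gave 0.00137 (adjusted p = 0.544 with an estimated correlation). The count in RAGE null mice was 1 without RAGE null control replicate 0 and 7, 1, 1 and 1 without CS-exposed RAGE null replicate 0, 1, 2 or 3. Of 30 other ER genes edgeR called 0 in WT mice, as did DESeq2 and the adjustment over the list alone, with 3 higher and 5 lower at an unadjusted p under 0.05, 1 without WT control replicate 1 or 2, and an adjusted p of 0.921 for the list (median 0.01, mean -0.03, tested downward). In RAGE null mice 5 fell and none rose (5 adjusted over the list alone), with adjusted p = 2.7e-06 for the list (adjusted p = 0.382 with an estimated correlation). The interaction of the 15 targets had a list test at an adjusted p of 1.4e-10 (adjusted p = 0.384 with an estimated correlation). In it edgeR called 0 of them, against 5 adjusted over the list alone, 9 at an unadjusted p under 0.05 and 1 by DESeq2; 1, 1, 1 and 3 were called without WT control replicate 3, RAGE null control replicate 1 or 2 or CS-exposed RAGE null replicate 0. The call of Hspa5 in RAGE null mice was lost without RAGE null control replicate 0 (adjusted p = 0.0810) or 3 (0.0712) or CS-exposed RAGE null replicate 1 (0.0754), 2 (0.0572) or 3 (0.0804). That of Sdf2l1 was lost without the same libraries (0.0976, 0.109, 0.0811, 0.0699 and 0.102) and, at the fold threshold, without the filter on low counts (0.0326).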

No increase in XBP1 target gene expression was observed after 4 months of CS exposure in AM of either genotype (Table 2, Figs 3d and 4c). 

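After 4 months of CS, 12 of 30 NF-κB target genes and 9 of 22 genes induced by TNF and IL-1 fell in AM labelled RAGE null. Of the 22, 1 rose there. In AM labelled WT some NF-κB genes rose and some fell, and 1 of the TNF and IL-1 genes rose. Ager ran against these labels. Traf1, a signaling adaptor induced by NF-κB, fell in both, from 5.88 to 0.756 CPM in WT and from 2.59 to 0.446 CPM in RAGE null mice (log2 fold changes -3.00 and -2.52, standard errors 0.37 and 0.42, adjusted p = 0.000102 and 0.000960 from edgeR). Il12b, a cytokine subunit of dendritic cells, had log2 fold changes of -3.45 (standard error 0.44, adjusted p = 0.000140) and -3.08 (standard error 0.57, adjusted p = 0.00199). Ccl5, a chemokine of T cells, fell by 3.20 in WT mice (standard error 0.44, adjusted p = 0.000216), and Ccl4, a chemokine of macrophages, rose by 1.44 (standard error 0.25, adjusted p = 0.00113). In the same libraries genes of other leukocytes fell as well. Of 17 dendritic genes 11 fell in WT and 9 in RAGE null mice. Of 17 genes of monocytes and interstitial macrophages 12 and 13 fell, and of 13 genes of T cells and natural killer cells 11 and 8. Tnfaip3, an inhibitor of NF-κB, had a log2 fold change of -0.24 (adjusted p = 0.403) in WT and fell from 212 ± 32.2 to 106 ± 15.6 CPM (SD, n = 4 each) in RAGE null mice, with adjusted p = 0.00147. Il1b measured 29.8 ± 11.6 and 16.5 ± 3.66 CPM (SD, n = 4 each) in control and CS-exposed WT mice, with adjusted p = 0.230, and fell from 72.2 ± 47.0 to 12.9 ± 7.83 CPM (SD, n = 4 each) in RAGE null mice, with adjusted p = 0.00225. Tnf had log2 fold changes of 0.52 (standard error 0.33, adjusted p = 0.323) in WT and -0.71 (standard error 0.35, adjusted p = 0.169) in RAGE null mice. The interactions of Tnf (1.22, adjusted p = 0.327), Il1b (1.62, adjusted p = 0.342) and Tnfaip3 (0.76, adjusted p = 0.254) did not pass. Of 30 NF-κB target genes 4 rose and 3 fell in WT mice (5 and 3 adjusted over the list alone), and none rose and 12 fell in RAGE null mice (13 adjusted over the list alone). The list had a median log2 fold change of 0.24, a mean of -0.11 and, tested upward, adjusted p = 0.573 in WT mice. Its RAGE null median was -0.55, with an adjusted p of 1.8e-07 (adjusted p = 0.332 with an estimated correlation). Of 22 genes induced by TNF and IL-1, 1 rose and none fell in WT mice and 1 rose and 9 fell in RAGE null mice, with the same counts adjusted over the list alone. Their list tests gave adjusted p = 0.643 in WT and 0.000419 in RAGE null mice (adjusted p = 0.332 with an estimated correlation), and in WT mice 2 rose and 1 fell without WT control replicate 1. The interaction had a list test at an adjusted p of 2.0e-15 for the NF-κB genes and 8.1e-08 for those of TNF and IL-1 (adjusted p = 0.110 for both with an estimated correlation). In it edgeR called 0 of the NF-κB genes, against 14 adjusted over the list alone, 20 at an unadjusted p under 0.05 and 3 by DESeq2, with 2 without RAGE null control replicate 2 or CS-exposed RAGE null replicate 0. Of the TNF and IL-1 genes edgeR called 0, as did DESeq2, against 4 adjusted over the list alone and 10 at an unadjusted p under 0.05. From the pathway scores against each genotype's own controls, the paper states that these pathways decreased in both genotypes and more in RAGE null AM.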

When compared with AM from respective age-matched controls decreased expression of pathways mediated by NF-κB, TNF, and IL-1β was observed after 4 months CS exposure in both mouse genotypes, with greater reduction observed in the RAGE null AM (Table 2).

**Table 2:** Upstream regulators predicted to be activated in AM from WT and RAGE null mice exposed to cigarette smoke for 4 months.

Upstream Regulator	Type	WT-CT/RAGE-CT		WT-CS/WT-CT		RAGE-CS/RAGE-CT		WT-CS/RAGE-CS	
		z-score	p-val	z-score	p-val	z-score	p-val	z-score	p-val
Nuclear factor, erythroid derived 2, like 2	TF	1.36	8.62E-15	1.54	3.48E-05	−1.36	1.16E-06	**2**.**25**	**1**.**72E-22**
Nuclear factor kappa in B cells	TF	0.26	6.57E-08	**−2**.**16**	**8**.**87E-15**	**−2**.**80**	**8**.**75E-17**	**4**.**09**	**2**.**70E-16**
X-box binding protein 1	TF	−0.26	8.09E-03	0.17	6.86E-03	−1.64	3.35E-06	ns	ns
Tumor necrosis factor	Cytokine	−1.20	1.71E-20	**−2**.**10**	**4**.**84E-25**	**−5**.**26**	**1**.**82E-33**	**3**.**90**	**5**.**88E-22**
Interleukin 1, beta	Cytokine	**−2**.**54**	**6**.**16E-19**	−1.87	1.41E-25	**−4**.**42**	**4**.**21E-37**	**2**.**07**	**5**.**55E-22**

Results from four comparisons are shown. Table denotes name and type [transcription factor (TF) or cytokine] of upstream regulator together with Fisher exact overlap p-value and activation Z-score as explained in Table 1. Comparison values with z-score statistics >2 or <−2 are shown in bold.

### Quantification of gene products and nuclear proteins validates the RNA sequencing differences between WT and RAGE null mice AM following 7 days of CS exposure

Quantitative PCR was used to confirm the RNA sequencing findings of 3 representative mRNAs from AM of CS-exposed WT versus RAGE null mice. 

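Of the 3 mRNAs in Fig. 5, Tnf was called in the sequencing data of WT against RAGE null AM after 7 days of CS, and Txnrd1 and Hsph1 were not. Tnf had a log2 fold change of WT over RAGE null of 0.79 (standard error 0.21, adjusted p = 0.0410 from edgeR), at 23.6 ± 9.82 CPM (SD, n = 4) in CS-exposed RAGE null mice. Tnf lies within 5 Mb of Ager, where genes were called between genotypes more often than elsewhere. In control mice DESeq2 also called it higher in WT (log2 fold change 0.708, adjusted p = 0.0218), and edgeR did not. Txnrd1 had a log2 fold change of 0.64 (standard error 0.21, adjusted p = 0.104 from edgeR), at 393 ± 128 CPM (SD, n = 4) in CS-exposed RAGE null mice. Hsph1 had a log2 fold change of 0.76 (standard error 0.27, adjusted p = 0.125 from edgeR), at 142 ± 9.60 CPM (SD, n = 4) in CS-exposed RAGE null mice. The call of Tnf was lost without control WT replicate 1 (adjusted p = 0.0515), CS-exposed WT replicate 0 (0.0958), 1 (0.0646) or 3 (0.105), or CS-exposed RAGE null replicate 0 (0.114), 1 (0.112) or 3 (0.102). In control RAGE null mice the levels were 13.0 ± 1.14 CPM for Tnf, 255 ± 61.3 CPM for Txnrd1 and 110 ± 38.4 CPM for Hsph1 (SD, n = 4 each). The response to CS in RAGE null mice had log2 fold changes of 0.86 for Tnf (adjusted p = 0.0731), 0.62 for Txnrd1 (adjusted p = 0.166) and 0.36 for Hsph1 (adjusted p = 0.548). Tnf was called there by DESeq2 (adjusted p = 0.00528), and without CS-exposed RAGE null replicate 0 Tnf (0.0196) and Txnrd1 (0.0114) were called. The interaction of CS and genotype was 0.08 for Tnf (adjusted p = 0.931), 0.13 for Txnrd1 (adjusted p = 0.878) and 1.14 for Hsph1 (adjusted p = 0.208; 0.0466 without control WT replicate 2).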

Each denoted a target gene of a specific biological pathway influenced by CS exposure: Txnrd1 for oxidative stress, Hsph1 for ER stress and Tnf for cytokine production (Fig. 5). Each of these mRNAs was increased in CS-exposed AM from WT mice compared to RAGE null mice (*Fold* > *1*.*9*, *p* < *0*.*05*). Nuclear protein from AM underwent ELISA to assess the presence of upstream regulators identified as likely mediating the RNA sequencing findings. Nuclei from AM of RAGE null mice had 29% less NF-κB (p65) protein (Supplementary Fig. 4a) and 49% less Nrf2 protein (Supplementary Fig. 4b) than did WT mice following 7 days of CS exposure.

**Figure 5:**
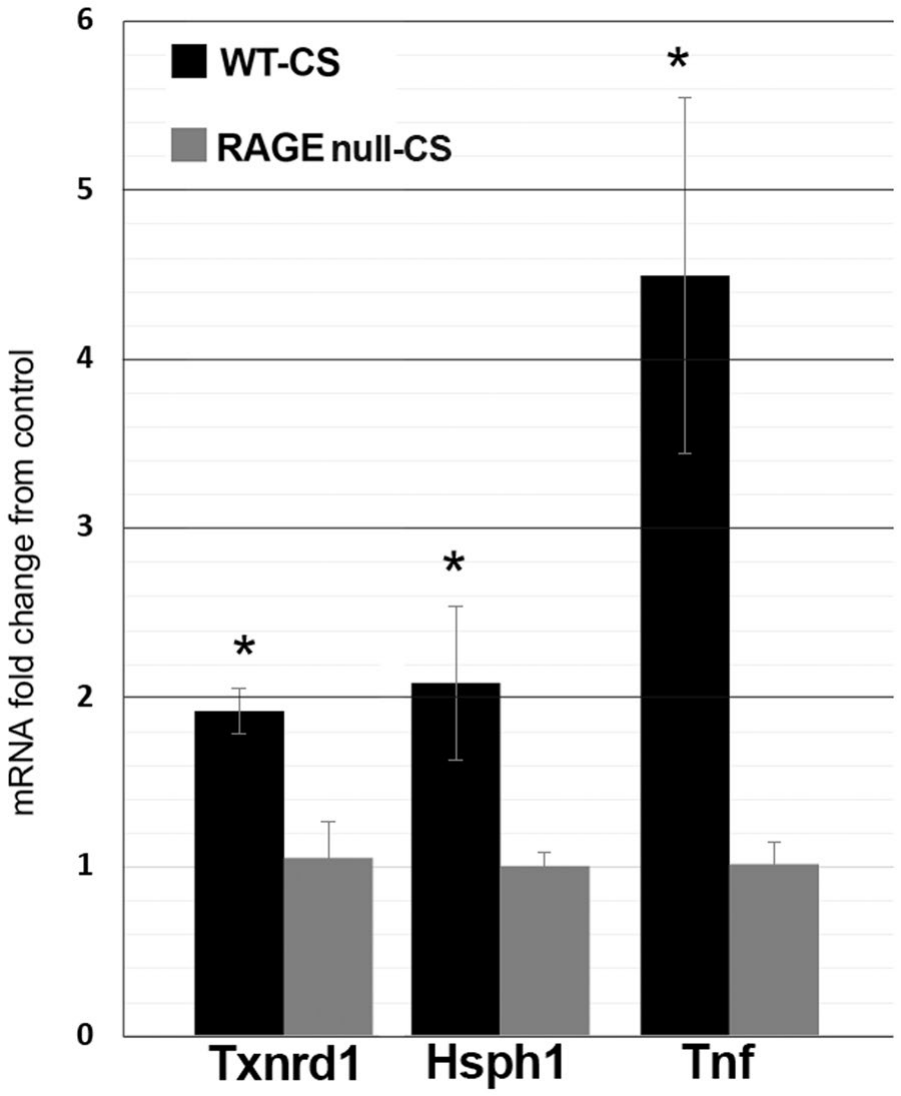
Quantitative PCR validates the RNA sequencing differences between WT and RAGE null mice AM following 7 days of CS exposure. Thioredoxin reductase 1 **(**Txnrd1*)* was used to verify RNA sequencing findings related to oxidative stress, heat shock 105 kDa/110 kDa protein 1 **(**Hsph1*)* for ER stress, and tumor necrosis factor **(**Tnf) for cytokine production. Values represent the mean and standard error of 3 mice per group. * Denotes statistical significance from CS-exposed RAGE null mice (p < 0.05) by Student’s t-test. Black and grey bars represent CS-exposed WT and CS-exposed RAGE null mice, respectively. The results are expressed as fold change of gene expression in CS-exposed over control AM values for each mouse genotype.

### Seven days of CS exposure does not increase markers of oxidative stress in lungs from RAGE null mice

The greater expression of genes regulated by Nrf2 in AM obtained from CS-exposed WT mice compared to RAGE null mice suggested differences in oxidative stress. To assess oxidative stress, protein samples from mouse lung tissue underwent western blotting with anti-4-HNE antibodies. The lungs from WT mice demonstrated increased 4-HNE-modified proteins following 7 days of CS exposure (Fig. 6). Lungs from control RAGE null mice had increased 4-HNE-modified proteins as compared with WT mice. However, in RAGE null mice there was no further increase in 4-HNE-modified proteins following 7 days of CS exposure. As CS exposure was identical in both groups of mice and BAL cell counts did not show a reduction in AM in CS exposed RAGE null mice (Supplementary Fig. 2a) we questioned whether the findings reflected fewer neutrophils in the lung tissue of the RAGE null mice. Dissociated lung tissue analyzed by FACS demonstrated comparable percentages of neutrophils in WT and RAGE null lung tissue in the presence or absence of 7 days CS exposure (Supplementary Fig. 5).

**Figure 6:**
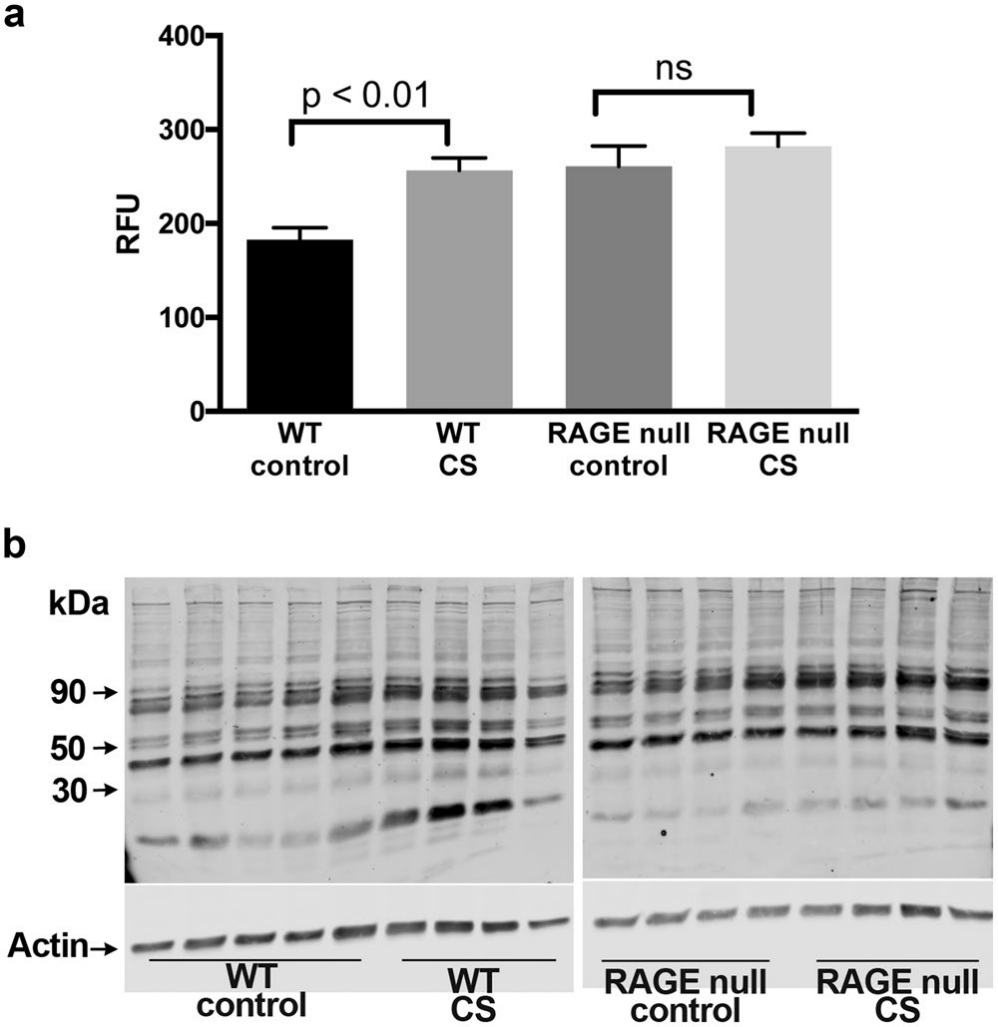
Seven days of CS exposure does not increase markers of oxidative stress in lungs from RAGE null mice. (**a**) Quanitification of western blot data. Statistical significance determined by Student’s t-test. Lungs from control WT mice (5) or all other groups (4) of male mice were analyzed. (**b**) Full-length gels of 4-HNE-modified proteins analyzed by western blotting using lung homogenates from control and CS-exposed mice. 4-HNE modified proteins were increased in WT lungs by CS exposure. Although increased in control RAGE null lungs as compared with WT lungs, 7 days of CS did not result in an additional increment in 4-HNE staining in lungs of RAGE null mice.

### Seven days of CS exposure increases AM ER stress proteins by a RAGE-dependent mechanism

To evaluate the impact of differences in ER stress gene expression in AM from CS exposed WT and RAGE null mice, we assessed expression of selected ER stress proteins^29^. ER stress proteins including protein kinase R-like endoplasmic reticulum kinase (PERK or EIF2AK3), inositol requiring enzyme 1 (IRE1α, or ERN1), and protein disulfide isomerase family A member 3 (PDIA3) were increased in WT AM lysates following 7 days of CS exposure (Fig. 7). ER stress proteins in AM from RAGE null mice were higher than WT mice at baseline. However, there was no increment in ER stress protein expression due to CS in AM from RAGE null mice.

**Figure 7:**
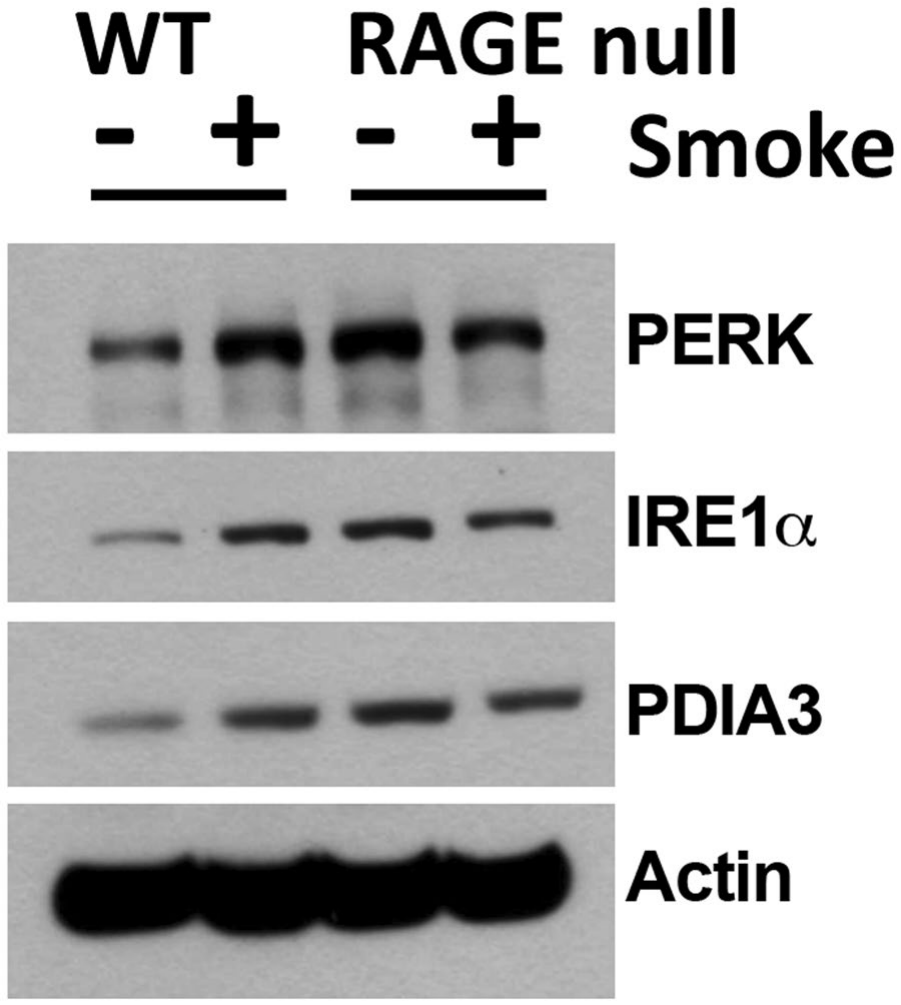
Seven days of CS exposure does not increase ER Stress proteins in AM from RAGE null mice. Western blotting was performed on AM proteins using antibodies targeting protein involved in the ER stress response including protein kinase R-like endoplasmic reticulum kinase (PERK), inositol requiring enzyme 1α (IRE1α) and protein disulfide isomerase family A member 3 (PDIA3). Cell lysates were pooled from 3–4 male mice per group. Immunoblots show the basal level of each ER stress protein was higher in control RAGE null compared to WT mice. However, CS exposure increased the expression of all three proteins in only WT mice. Full length gels are shown in Supplementary Fig. 7.

### Differences in AM gene expression between WT and RAGE null mice following 7 days CS exposure is not due to RAGE expressed in those cells

To determine the source of RAGE responsible for the differences in gene expression in the experimental groups we performed immunohistochemistry on lung tissue from WT and RAGE null mice. RAGE immunostraining was absent in RAGE null tissue, demonstrating the specificity of the anti-RAGE antibody (Supplementary Fig. 6a). RAGE immunostaining was detected primarily in alveolar epithelium and with faint staining of AM in control lungs, without observable increase with 4 months of CS exposure (Supplementary Fig. 6b). In contrast, RNA-sequencing data demonstrated minimal RAGE expression in control or CS-exposed WT AM (Supplementary Fig. 6c). 

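Ager ranked 10162nd of 13220 genes tested by its mean level in AM after 7 days and 11084th of 13045 after 4 months. In control WT mice it measured 6.42 ± 1.14 CPM (SD, n = 3) after 7 days and 1.77 ± 0.467 CPM (SD, n = 4, by the labels of the libraries) after 4 months. In CS-exposed WT mice it measured 6.05 ± 1.36 CPM (SD, n = 4) and 1.35 ± 0.579 CPM (SD, n = 4). Each library of control or CS-exposed WT mice after 7 days held 51 to 135 counts of Ager. Libraries labelled RAGE null also held Ager, and after 4 months they held more of it than those labelled WT.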

To further investigate RAGE expression in AM, we performed RT-qPCR on total mRNA obtained from WT AM and post-BAL lung tissue after 7 days CS exposure. Very minimal RAGE expression was detected in AM (Fig. 8a). In contrast, pronounced RAGE expression was detected in post-BAL lung tissue. Western blotting with anti-RAGE antibodies confirmed undetectable RAGE protein in AM and prominent RAGE protein in post-BAL lung tissue (Fig. 8b).

**Figure 8:**
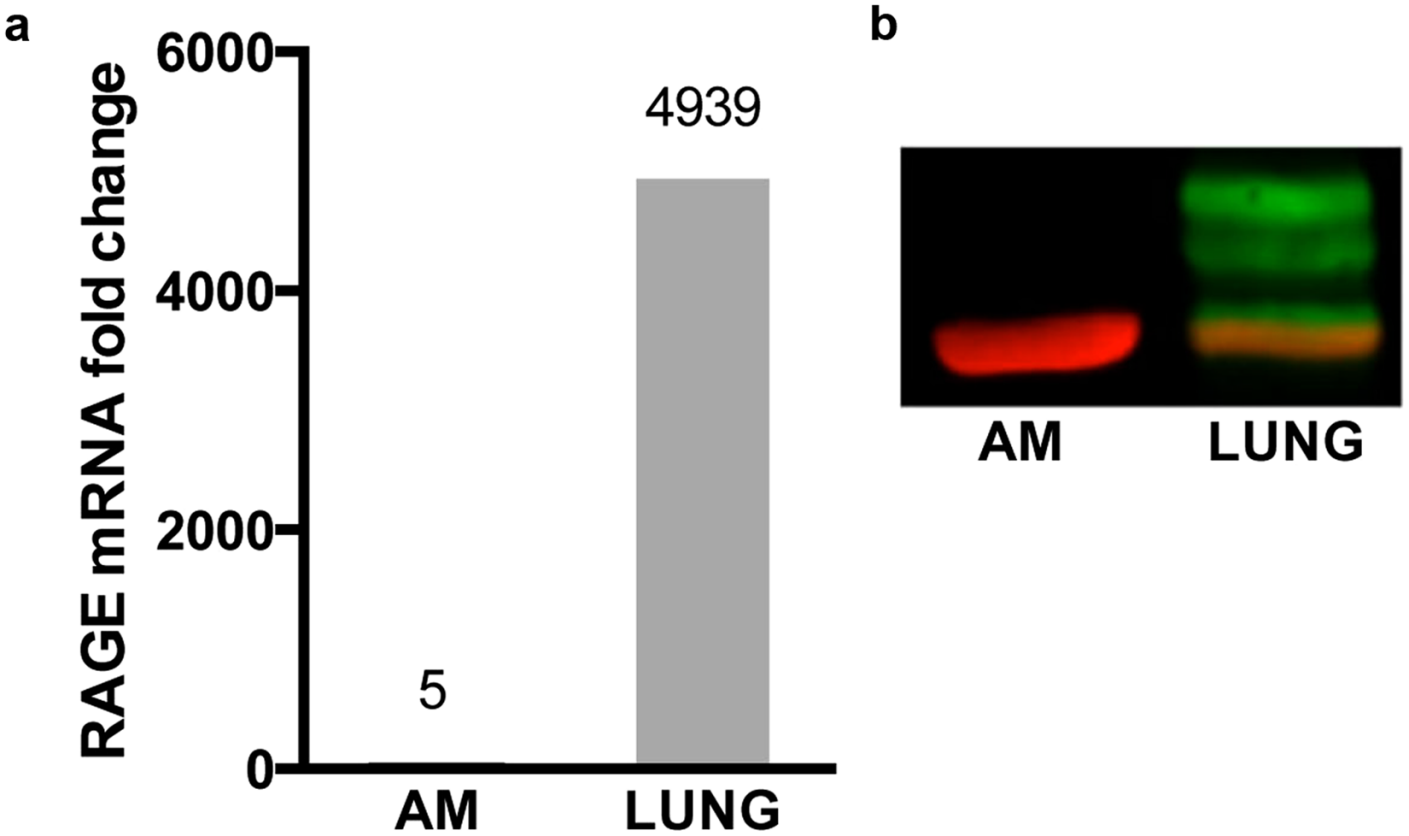
Differences in AM gene expression between WT and RAGE null mice following 7 days CS exposure is not due to RAGE expressed in those cells. (**a**) RAGE mRNA expression in AM and lung tissue. Equal quantities of mRNA from each tissue underwent reverse transcription and subsequent quantitative PCR. Data is expressed as fold increase over basal expression of RAGE mRNA in control WT AM. The findings are representative of numerous prior experiments. (**b**) RAGE protein is present in lung tissue but undetected in AM. Equal amounts of protein from each tissue underwent western blotting. RAGE bands are green and actin is red. Samples were run on protein from AM from 2 mice and lung tissue from 3 mice (males and females). Full length gels are shown in Supplementary Fig. 7.

## Discussion

Animal and human evidence implicates RAGE in the pathogenesis of lung disease due to CS exposure^4,7,22,23,30,31^. We^32^ and others^22,23^ have observed that mice deficient in RAGE have reduced lung inflammatory mediators and are protected from injury due to CS exposure. We have confirmed that RAGE null mice are protected from CS-induced airspace enlargement in our smoking model. The RAGE blocker FPS-ZM1 also prevented emphysema due to CS in AKR mice. These results verify the role of RAGE in the pathogenesis of emphysema and for the first time indicate that pharmacologic RAGE inhibition may be a protective strategy in CS-induced lung injury.

Numerous lines of evidence suggest that AM play a pivotal role in the development of COPD/emphysema^17–21^. We questioned whether differences in AM gene expression might provide insight into how RAGE null animals or RAGE inhibition protects from the injurious effects of CS exposure. By interrogating cells prior to and early in the establishment of morphometric evidence of emphysema, we hoped to identify gene expression pathways integral to the initiation of emphysema. By employing a transcriptomic approach we obtained an unbiased assessment of AM gene expression. RNA sequencing and IPA analysis suggested that AM recovered from WT mice exposed to 7 days of CS are simultaneously contending with oxidative and ER stress, and expressing gene products with immediate relevance to the innate immune response. These patterns were not present in AM from RAGE null mice exposed to CS suggesting that RAGE is integral to AM activation in response to CS.

The most striking difference between AM from smoke-exposed WT and RAGE null mice was seen in gene expression mediated by Nrf2. Nrf2 regulates genes involved in antioxidant responses, xenobiotic detoxification, and proteome maintenance^33^. Oxidative stress is thought integral to the pathogenesis of lung destruction due to CS^34,35^. Evidence of this has been provided by the increased predisposition to emphysema of mice possessing null mutations for Nrf2 in response to CS exposure^36,37^. Proposed sources of oxidative stress due to smoking include macrophages, neutrophils, and CS^34,38^. Expression of Nrf2 target genes was strikingly increased in AM from CS exposed WT mice as compared with exposed RAGE null mice. The absence of both Nrf2-mediated gene expression in AM and increases in 4-HNE proteins in lung tissue suggests that RAGE null mice have less CS-induced pulmonary oxidative stress than WT mice. Exposure to oxidants contained within CS was identical in both strains of mice. As compared with WT mice, RAGE null mice had similar numbers of AM in BAL and percentages of CD45 positive cells with a neutrophil phenotype in lung tissue after 7 days of CS exposure and increased numbers of AM in BAL after 4 months CS exposure. This suggests that the source(s) of oxidative stress due to CS arise primarily from endogenous, non-leukocyte, RAGE-mediated mechanisms.

We also observed greater gene expression changes mediated by the transcription factor XBP1 in CS-exposed WT AM as compared with RAGE null AM. XBP1 mediates transcription of gene products that participate in the unfolded protein response (UPR) and consequent ER stress^39^. ER stress due to oxidative modifications of proteins is thought to contribute to the pathogenesis of CS-induced lung disease^40^. Proteins involved in the UPR are increased in the lungs of smokers as compared with non-smokers^41^ and findings of ER stress due to disturbed proteostasis correlate with degrees of lung dysfunction in patients with COPD^42^.

As expected, *in vivo* exposure of AM from WT mice to CS also increased expression of proteins with relevance to the UPR including PERK, IRE1α, and PDIA3. Although increased at baseline, UPR proteins were not further increased by CS exposure in AM from RAGE null mice. This may reflect attenuated oxidative stress and consequent protein modifications and/or other aspects of ER function in these mice compared to CS-exposed WT mice. The increased expression of ER stress proteins at baseline in RAGE null AM may reflect altered ER protein handling due to an as yet undefined abnormality in these cells. We note the similarity of findings between the AM ER stress proteins (Fig. 7) and the 4-HNE modified lung proteins (Fig. 6) in RAGE null mice: control levels are elevated as compared with WT animals without further change with CS exposure. This may reflect enhanced cellular stress in the unchallenged RAGE null lung, and the bidirectional relationship between oxidative stress and ER stress^43^. These findings also parallel the enlarged airspaces in RAGE null mice as compared with WT mice without further enlargement following CS exposure (Supplementary Fig. 1 and others^22,23^). While the basis for the enlarged airspaces in control RAGE null mice was not determined, our findings are consistent with the observation that lungs from RAGE null mice have increased dynamic lung compliance and lower mRNA and protein levels of elastin as compared with controls^44^.

Gene expression changes mediated by NF-κB in response to CS exposure were attenuated in AM from RAGE null mice. AGE engagement of RAGE results in oxidative stress and subsequent NF-κB activation^45^. Exposure of macrophages to oxidative stress activates NF-κB and consequent cytokine production^46^, suggesting that reduced oxidative stress and attenuated NF-κB signaling might reflect common mechanisms in AM from RAGE null mice. ER stress also increases NF-κB activity^47,48^. The inability of CS to further increase ER stress in RAGE null AM might also contribute to blunted NF-κB -mediated signaling in these cells. Cytokines including TNF-α and IL-1β increase NF-κB mediated transcription and, in turn, are increased by NF-κB -mediated mechanisms. These cytokines are crucial for CS-induced pulmonary emphysema^49^. CS-induced patterns of gene expression mediated by both cytokines were reduced in RAGE null AM as compared with those from WT mice. Greater IFN-γ mediated gene expression also was observed in CS-exposed WT AM as compared with those from RAGE null mice. IFN-γ production is thought integral to lymphocyte-mediated lung destruction in emphysema^50,51^. Collectively, these findings indicate that AM from RAGE null mice exposed to CS for 7 days were not activating patterns of gene expression associated with innate immune mediators with demonstrated relevance to the pathogenesis of CS-induced emphysema.

After 4 months of CS exposure AM from WT mice expressed more genes regulated by Nrf2 than those from RAGE nulls, implying persistent differences in oxidative stress between these groups of mice. In contrast, the expression of genes regulated by XBP1 was no longer increased in AM from chronically smoked WT mice. This suggests that these cells had either generated an adequate compensatory UPR or that the initial ER stress had resolved. The AM from control RAGE-null mice appear to express more genes mediated by XBP1 than their WT counterparts with attenuation by prolonged CS exposure (Fig. 3d). This suggests that the enhanced cellular stress in the RAGE null lung persists with aging and is distinct from those stresses caused by CS exposure.

Of note, AM from both WT and RAGE-null mice displayed lower expression of genes relevant to cytokine activity following prolonged CS exposure compared with age-matched controls (Table 2). Perhaps with prolonged exposure to CS the inflammatory effects of CS exposure are offset by the anti-inflammatory capabilities of nicotine^52,53^, carbon monoxide^54^, or other adaptive changes. Previous microarray studies evaluating AM expression in patients with COPD also show a reprograming of AM as a consequence of chronic smoke exposure with decreased inflammatory and immune response signaling in AM from smokers^55^, and further decrease in patients with COPD^55,56^. The decrement in inflammatory gene expression by chronic CS exposure was more pronounced in AM from RAGE null mice. One could speculate this reflects the absent pro-inflammatory RAGE-ligand signaling.

Expression of RAGE in the unchallenged lung is thought to be confined to the type I cells of the alveolar epithelium^57,58^. We, and others^23^, observe modest RAGE immunostaining of AM in murine tissue sections following prolonged CS exposure. The basis for a discrepancy between this observation and the undetectable RAGE expression of AM obtained by BAL is unclear. It is possible that RAGE expression in AM removed by BAL may differ from other populations of lung macrophages^59^. Alternatively, macrophages are able to bind sRAGE to their surface^60^, thus providing a potential explanation for RAGE immunostaining in the absence of cellular expression. Our findings suggest that AM gene expression patterns associated with accepted mechanisms of emphysema requires a RAGE-dependent signal originating from elsewhere. Possibilities include the alveolar epithelium, sRAGE, or other lung cells with induced RAGE expression. This is consistent with the observation that irradiated RAGE null mice rescued with WT bone marrow are protected from elastase-induced pulmonary emphysema^61^.

A strength of this paper is the comprehensive unbiased experimental approach. The transcriptome of AM exposed to CS *in vivo* has been interrogated using microarray^55,62^. To our knowledge, this is the first use of RNA sequencing to address AM transcriptome responses to *in vivo* CS exposure. The approach provides distinct information from that of microarray given its’ ability to detect RNA species not commonly covered by available arrays^63^ as well as the larger range of expression levels over which RNA species can be detected^64^. In addition, this is the first time that the effect of RAGE deletion on global gene expression has been assessed in any tissue. The results demonstrate that RAGE is central to patterns of AM gene expression likely relevant to the pathogenesis of lung disease due to CS exposure. A third strength is the first demonstration of RAGE inhibition preventing the development of emphysema, which presents an attractive therapeutic possibility for treatment of COPD progression.

The investigation has limitations. AM were sampled by whole lung lavage. Although this is an accepted means of sampling the cellular components of the alveolar compartment, we are uncertain whether the characteristics of macrophages removed by this manner reflect those of all populations of macrophages in the lung. AM are sessile and adherent to the alveolar epithelium, and the extent that BAL removes these macrophages is uncertain^59,65^. The basis for the increased numbers of AM in RAGE null mice exposed to CS for 4 months remains unclear. Perhaps this reflects reduced apoptosis in the cells^22^ due to attenuated oxidative stress^66^.

In summary, we propose a paradigm shown in Fig. 9. RAGE ligands contained in CS and generated *in vivo* as a result of CS exposure bind to RAGE constitutively expressed by the alveolar epithelium, sRAGE, and/or RAGE induced on lung cells other than AM. This results in oxidative stress. Oxidative stress and/or other RAGE-dependent signals prompt compensatory responses (gene expression patterns associated with Nrf2 and XBP1 activation) and AM activation (gene expression patterns mediated by NF-κB-and cytokines). RAGE mediated disturbances in lung parenchyma and/or AM in response to CS ultimately result in emphysema. Attenuated oxidative stress and/or other RAGE-dependent signals in response to CS by RAGE mutation or inhibition obviate the need for gene expression patterns mediated by Nrf2 and XBP1 in AM. These cells also have attenuated activity of pathways mediated by NF-κB and cytokines relevant to the pathogenesis of emphysema as compared with WT AM. Given the evidence that RAGE plays a role in development of COPD in humans, future work should clarify the relevant cellular source(s) of RAGE, the relationship between RAGE and the source(s) of CS-induced oxidative stress, and the mechanism(s) whereby RAGE-expressing cells and/or sRAGE communicate with AM in response to CS. It will also be important to determine whether RAGE blockade attenuates oxidative stress, ER stress and AM activation in response to CS-exposure in human lungs. The attenuation of airspace enlargement by treatment of CS-exposed AKR mice with FPS-ZM1 suggests such a strategy could be therapeutically viable and might limit lung damage due to CS exposure in patients unable to quit smoking.

**Figure 9:**
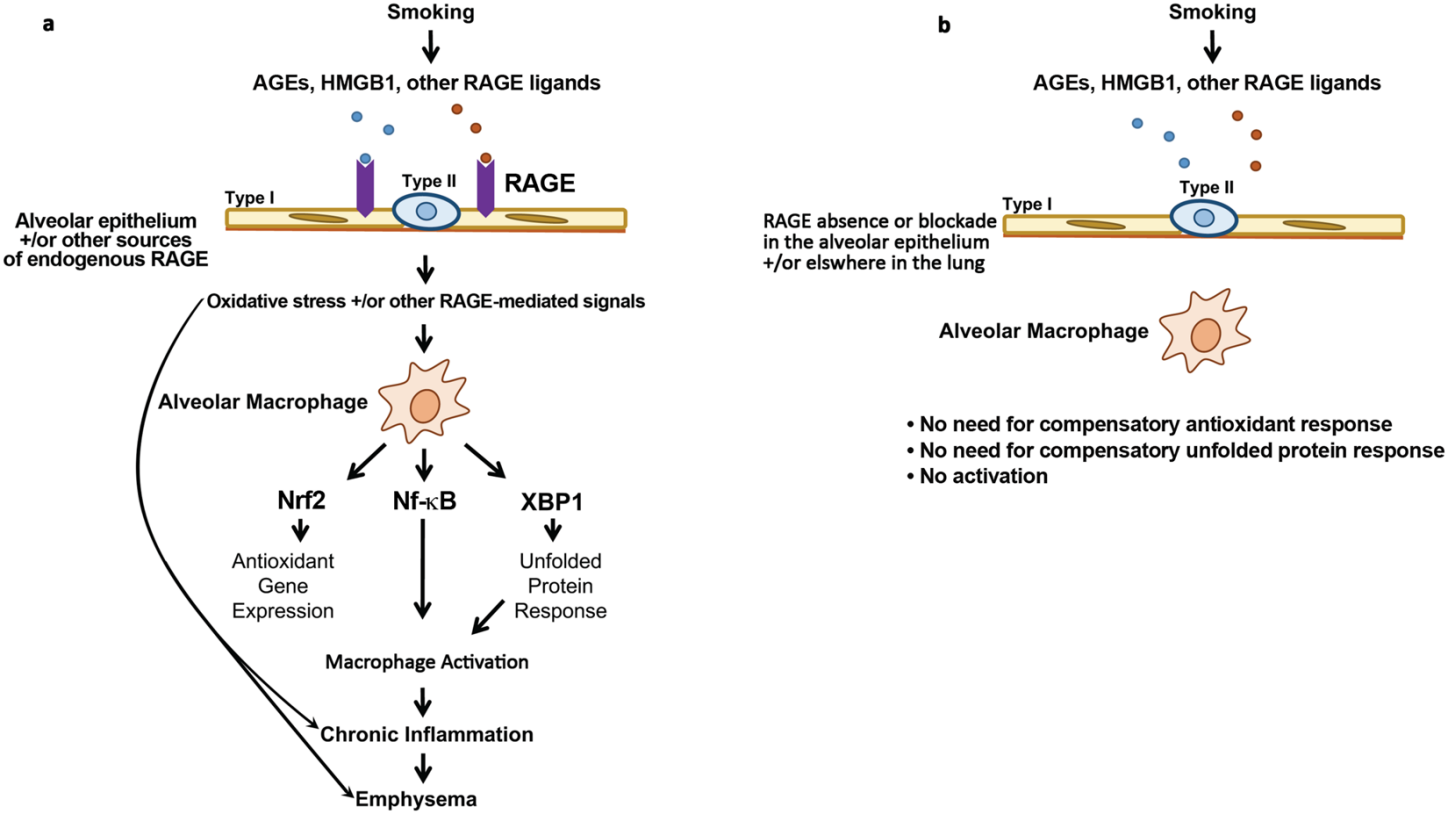
Proposed model for the role of RAGE in CS-mediated lung disease. (**a**) RAGE ligands contained in CS and generated *in vivo* as a result of CS exposure bind to RAGE constitutively expressed by the alveolar epithelium, sRAGE, and/or RAGE induced on lung cells other than AM. This results in oxidative stress. Oxidative stress and/or other RAGE-dependent signals prompt compensatory responses (gene expression patterns associated with Nrf2 and XBP1 activation) and AM activation (gene expression patterns mediated by NF-κB-and cytokines). RAGE mediated disturbances in lung parenchyma and/or AM in response to CS ultimately results in emphysema. (**b**) Attenuated oxidative stress and/or other RAGE-dependent signals in response to CS in the RAGE null mice obviates the need for gene expression patterns mediated by Nrf2 and XBP1 in AM. These cells also have attenuated activation of pathways mediated by NF-κB and cytokines relevant to the pathogenesis of emphysema. The absence of RAGE mediated disturbances in lung parenchyma and/or AM in response to CS prevents the development of emphysema.

## Methods

### Statement on animal welfare

Animal use and husbandry followed protocols approved by the Salt Lake City Veterans Administration Institutional Animal Care and Use Committee.

### Animal exposures and sample collection

C57BL/6 (WT) mice were originally obtained from The Jackson Laboratory and maintained as a colony within our facility. Breeding pairs of RAGE null mice on a C57BL/6 background were initially a gift from Dr. Peter Nawroth^67^ and maintained as a colony within our facility. AKR mice were obtained from The Jackson Laboratory. AKR mice were only used for experiments assessing the effects of the RAGE inhibitor FPS-ZM1 on lung morphometry and BAL cell counts following 2 months of exposure to CS or control conditions. All other experiments were performed on C57BL/6 mice with or without homozygous null mutation of the gene expressing RAGE. All CS-exposed and control mice were age and gender matched. All mice were 8–12 weeks of age at the initiation of experiments. Female mice were used for all experiments in which emphysema was quantified by lung morphometry given the observation that female mice may be more prone to develop emphysema with CS exposure than male mice^68^. The effects of CS exposure on AM gene expression was compared between male WT and RAGE null mice. Mice were exposed to CS using a Teague Model TE-10 (Teague Enterprises, Woodland, CA) smoking machine, which produces a combination of side-stream and mainstream CS. A pump on the machine “puffs” each 3R4F University of Kentucky research cigarette for 2 seconds for a total of 9 puffs before ejection. The exposure was over 2.5 hours for 7 consecutive days (WT and RAGE null mice), 5 days/week for 4 months (WT and RAGE null mice), or 5 days/week for 2 months (AKR mice). The smoking chamber atmosphere was periodically sampled to confirm total particulate matter concentrations of approximately 150 mg/m^3^. Mice were weighed at the start of exposure and weekly throughout the duration of smoke exposure. FPS-ZM1 was administered by intraperitoneal injection to female AKR mice at a dose of 1.0 mg/kg on days of smoke exposure.

### Lung morphometry

At 2 (AKR/J) or 4 months (WT or RAGE null) of exposure, CS exposed or control female mice had measurement of lung volume and quantitation of emphysema. At the specified times, mice were administered an overdose of intraperitoneal tribromoethyl alcohol (Avertin, Aldrich Chemical Co.) at a minimum dose of 0.34 mg/g body weight, euthanized by exsanguination and the lungs were excised. The trachea was cannulated. The volume of lungs inflated to 25 cm pressure was measured by water displacement. After measurements the lungs were inflation fixed, processed and sectioned and stained with hematoxylin and eosin. Four nonconsecutive slides per mouse were coded and analyzed (magnification of x100). Airspace enlargement was quantified by measuring the mean linear intercept (L_m_) in 20 randomly selected fields per slide^26,27^.

### BAL

The chest was opened and the trachea isolated as described above. BAL of both lungs of mice was performed with four 0.8 ml aliquots of PBS/EDTA. Cells were recovered from the lavage fluid by centrifugation at 400 g for ten minutes and re-suspended in PBS. The total number of recovered cells was determined using a Scepter Cell Counter (Millipore). An aliquot of cells was cytospun onto glass microscope slides, air-dried and stained with Wright-Giemsa for determination of cell differentials. The remaining cells were combined for RNA and protein isolation. Post-BAL lung tissue also was used for RNA and protein isolation. A subset of animals had lungs removed immediately following euthanasia for fluorescence-activated cell sorting (FACS) analysis.

### RNA isolation

Total RNA was isolated from pelleted AM or lung tissue using a Qiagen RNeasy mini kit. After RNA extraction, total RNA was quantified by spectrophotometry and the quality of RNA determined using an Agilent bioanalyzer. AM samples with total RNA integrity values ≥ 7 were used for RNA sequencing.

### RNA sequencing

One μg total RNA from AM recovered by BAL from 3 WT and 4 RAGE null male control mice, and 4 WT and 4 RAGE null male mice exposed to CS for 7 days was used for Illumina TruSeq library preparation with oligo dT selection (15 samples). PCR amplified cDNA libraries were prepared and sequenced using single-end 50 base pair read chemistry on an Illumina HiSeq. 2000 instrument. At 4 months 1 μg total RNA from recovered AM of 4 WT and 4 RAGE null control mice, and 4 WT and 4 RAGE null mice exposed to CS was similarly used for library preparation and sequencing (16 samples).

After filtering out reads that align to more than one genomic location and reads with more than 4 base pair mismatches, there were between 11.7 and 20.0 million high quality reads in the 7 day samples (mean 14.8 million per sample) and between 12.8 and 20.0 million reads in the 4 month samples (mean 17.6 million per sample). The AM RNA-Seq datasets were deposited into the NCBI Gene Expression Omnibus (GEO) database under accession number GSE75513.

### Bioinformatics analysis

#### Differential gene expression

Illumina read files (fastq format) were aligned to the mouse Mm10 reference genome Novoalign software (Novocraft 2.08) and converted to binary BAM files using the Useq Sam Transcriptome Parser application (Useq. 8.7)^69^. Differentially expressed genes were determined using the Useq DefinedRegionsDifferentialSeq (DRDS) application that makes use of the DESeq package to measure the overdispersion between biological replicas and calculates a p-value based on a negative binomial distribution^70^. These p-values are controlled for multiple testing using the Benjamini-Hochberg false discovery method as previously described^71^.

#### Principal component and hierarchical clustering analysis

To identify patterns of genotype and CS-dependent changes in gene expression, differentially expressed genes (fold change ≥ 1.5, FDR < 0.05) as determined by DESeq were evaluated by principal component analysis and hierarchical clustering using Cluster 3.0 software^72^. Eigenvector values for the top three principal components were plotted using the “rgl” 3D application in the statistical programing language R. Heatmaps of differentially expressed genes were visualized using Java Treeview^73^.

#### Biological pathway analysis

Ingenuity^®^ pathway analysis (IPA) software was used to identify biological pathways and disease processes represented in differentially expressed genes. Four different comparisons were made: 1) control WT mice compared to control RAGE null mice, 2) CS-exposed WT mice to control WT mice, 3) CS-exposed RAGE null mice to control RAGE null mice, and 4) CS-exposed WT mice to CS-exposed RAGE null mice. Using IPA upstream regulator analysis we determined the statistically significant (Fisher exact test) overlap between differentially expressed genes and known transcription factor and/or cytokine target genes. A z-score that infers the activation state of an upstream regulator based on the direction and fold change of its target genes was also determined^74^. A z-score ≥ 2 or ≤ −2 was considered statistically significant.

### Quantitative PCR

RNA expression of thioredoxin reductase 1 (Txnrd1), heat shock 105 kDa/110 kDa protein 1 (Hsph1), tumor necrosis factor (Tnf), and RAGE (Ager) was evaluated by quantitative reverse transcription PCR (qPCR). First-strand cDNA was reverse-transcribed from total RNA using a High Capacity cDNA Reverse Transcription Kit (Life Technologies). The qPCR was performed using TaqMan Gene Expression Assays supplied by Life Technologies on an ABI 7500 Real-Time PCR System. The cDNA was mixed with TaqMan Gene Expression Master Mix and the appropriate primers for the genes of interest. The comparative cycle threshold (CT) method (2^−∆∆CT^) was used to calculate relative gene expression under experimental and control conditions normalized to beta-actin (*ACTB*).

### Western blotting

Recovered AM and post-BAL lung tissue from control or 7-day CS-exposed WT or RAGE null mice were lysed in buffer (50 mm Tris, pH 8.0, 1% Nonidet P-40, 150 mm NaCl, 0.5% sodium deoxycholate, 0.1% SDS) containing protease inhibitors (Thermo Fisher Scientific, #78410). Lysates were pooled from 3 to 4 mice per group, and 30 μg of protein was resolved by SDS-PAGE and transferred to nitrocellulose membranes according to standard procedures. Membranes were blocked, incubated with primary antibodies followed by horseradish peroxidase-conjugated corresponding secondary antibody or IRDye (LI-COR, #925-68023, #926-32214) incubation. Antibody binding was visualized with SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, #34080) or Odyssey CL Imaging System (LI-COR), according to the manufacturer’s protocol. Antibodies against PERK (Cell Signaling, #3192), IRE1α (Cell Signaling, #3294), PDIA3 (Cell Signaling, #3501), RAGE (R&D Systems, #AF1179), and 4-hydroxynonenal (4-HNE) (EMD Millipore, #AB5605) were used for western blots. Equal loading of protein was verified with beta-actin (Santa Cruz Biotechnology, #SC1616R).

### Immunohistochemistry

Formalin-fixed and paraffin embedded lung slides (5 μm) were incubated with a polyclonal goat anti RAGE antibody (AF1179, R&D systems, Minneapolis, MN, USA) and visualized by an impact DAB visualizing kit (SK 4105, Vector lab, Burlingame, CA, USA).

### Quantification of nuclear transcription factors

Nuclear protein extracts were prepared following manufacturer’s protocol (FIVEphoton Biochemicals). In several cases, the AM from 2 mice of similar exposure were combined to provide adequate numbers of cells to allow nuclear for protein extraction. A total of 3 samples per genotype/treatment was prepared. Nuclear protein extracts were added to wells containing double-stranded DNA molecules with a NF-κB response element. Subsequent protein detection with a primary antibody directed against p65 was performed and quantified according to manufacturer’s protocol (NFkB p65 Transcription Factor Assay Kit, Abcam). Nuclear protein extracts were assessed for Nrf2 presence using a similar approach according to manufacturer’s protocol (RayBio® Mouse Nrf2 Transcription Factor Activity Assay Kit, RayBiotech).

### Fluorescence activated cell sorting

Lung cell suspensions from male and female WT and RAGE null mice exposed to either 7 days of CS or control conditions were obtained using the Miltenyi Biotec lung dissociation mouse kit (lot.5160801183) using gentle MACs dissociator (Milte)nyi Biotec Ltd. CD45^+^ cells were selected from other lung cells. These cells were labeled with fluorescence conjugated antibodies (BioLegend, cat.101212, cat.1276117) and samples were run using the BD FACSCanto II (BD Biosciences). Data were analyzed using FlowJo software (TreeStar, USA). Neutrophils subset were identified as CD11b^+^ Ly-6G^+^ ^59^.

### Statistical analysis

Unless otherwise stated in the figure legends, statistical differences between groups were determined by Student’s T test or one-way ANOVA using GraphPad PRISM. Error bars reflect the standard error of the mean.

## Electronic supplementary material

Supplementary Material

## Data Availability

The AM RNA-Seq datasets were deposited into the NCBI GEO as described above. The remainder of data generated and analyzed during this study are included in this article and accompanying supplementary files.

How the deposited data were processed for this re-analysis (not part of the article)

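RNA of AM recovered by lavage was measured by sequencing in 31 libraries, 1 per mouse, from WT and RAGE null mice exposed to CS or room air for 7 days or 4 months. The 7-day part has 3 control WT, 4 CS-exposed WT, 4 control RAGE null and 4 CS-exposed RAGE null libraries, and the 4-month part has 4 libraries in each group. The labels do not say whether replicate numbers pair mice of different groups, and no pairing was used in the main fits. The correlation of residual values between libraries with the same number had a mean of 0.00572 at 7 days and 0.0290 at 4 months. Between control and CS-exposed WT mice at 4 months the mean was 0.0891, against -0.0302 for pairs with other numbers, so pairing is not excluded there.

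The authors aligned the reads with Novoalign, counted them per gene with USeq, and deposited one table with raw counts, FPKM, log2 ratios and scores of adjusted p-values. The counts deposited by the authors are whole reads per gene and library. Their FPKM values were not used. The deposited log2 ratios and the scores, which are -10 times the log10 of an adjusted p, were used only beside the paper's values. The table holds 13521 genes, 1 line of which is empty; the largest count of a listed gene is at least 20, so a filter had been applied before deposit. Of the gene identifiers 12993 were matched to a symbol in the mm10 annotation, and 4375 listed genes overlap another listed gene. The strand of the reads is not stated, so reads of overlapping genes may be shared.

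Total counts per library ran from 11.667 to 19.975 M at 7 days (mean 14.781 M) and from 12.77 to 34.492 M at 4 months (mean 17.576 M). At the lowest of these depths a gene at 1 CPM has about 12 counts, so genes near this level carry a wide counting error.

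Each time point was fitted on its own with edgeR 4.0.16 in R 4.3.3, with 1 coefficient per group. Genes were kept by the default filter by group (a minimum count of 10 and a total of 15), scaled by TMM factors and tested with the quasi-likelihood F test, which is 2-sided. The p-values were adjusted over all genes tested, and a gene was called at an adjusted p under 0.05 and a fold change of at least 1.5. The comparisons were CS against control within each genotype, WT against RAGE null within each exposure, and the interaction, which is the response to CS of WT minus that of RAGE null mice. WT was always set over RAGE null, so a negative log2 fold change is a higher level in RAGE null mice. The difference of the CS response between 4 months and 7 days was tested in 1 fit of all 31 libraries with 13408 genes.

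Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, adjusted over 40 lists within a comparison, and again with the correlation estimated from the residuals. For each list described, the median log2 fold change, the members called over all genes and those called when adjusted over the list alone were counted. The mean log2 CPM of a list per mouse was compared by a 2-sided exact permutation test. The lists described hold target genes of Nrf2 and XBP1 (those of Fig. 3 and others), heat shock genes, targets of NF-κB, TNF and IL-1, IFN-γ, CCAAT/enhancer binding proteins, transforming growth factor beta and the aryl hydrocarbon receptor, immediate early genes, clock genes, class II histocompatibility genes, lysosomal genes, transcripts that move with RNA quality, and markers of AM, monocytes, dendritic cells, T cells, red cells, airway cells and alveolar epithelium. The Fig. 3 lists were chosen by the study on these samples. Of the 32 TNF and IL-1 genes 15 are also in another list, as are 10 of 32 NF-κB genes, 13 of 22 genes of CCAAT/enhancer binding proteins and 9 of 34 of transforming growth factor beta. Of the 25 heat shock genes 3 are also XBP1 genes of Fig. 3.

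Principal components were computed from log2 CPM (prior count 2) of the genes called in any of the 4 comparisons of a time point, centered per gene, and their scores were tested on components of all genes tested. Calls within 5 Mb of Ager were compared with those elsewhere by Fisher's exact test, 2-sided. Other splits of the libraries into groups of the same sizes were fitted in the same way, all 35 for a pair of groups, and 100 or 60 drawn with a fixed seed for larger designs. Figures and tables used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

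The comparisons, lists, thresholds and rule for naming genes were set before the data were examined. Genes were named from those the paper names and those of its Fig. 3 and Fig. 5; in each comparison the 10 called genes with the largest change, a mean log2 CPM of at least 1 and groups that do not overlap; and in each list described the 4 members with the smallest p. Not every gene that this rule selects is reported here. Alternatives were the Wald test of DESeq2 1.42.0, its size factors within edgeR, no filter, at least 20 counts in every sample, no fold threshold, the replicate number as a block, only the groups compared, leaving out each library, an estimated correlation of lists, 2 or 10 Mb around Ager, and principal components of all genes, of the most variable genes or with a prior count of 0.5. Added after the data were seen were tests of the scores of components of all genes, the direction at 4 months of genes called between genotypes at 7 days, overlapping genes counted once near Ager and over windows of 5 Mb, components of the genes called in the authors' deposited table, genotype counts without epithelial genes and genes near Ager, and CS counts without clock genes. The authors' unadjusted p-values were not used, since the table holds adjusted scores only. The calling was tested on simulated data with 200 changed genes, of which 98% were called for CS in WT mice and 94% for the interaction at 7 days, and 96.5% and 89% at 4 months. Between 3 and 9 unchanged genes were called in the simulated comparisons that held changed genes, and 0 in those that held none. The simulated changes lay above the fold threshold, in genes of higher expression, with noise drawn independently for each gene. These shares therefore do not tell how many smaller changes, or changes under a spread that genes share, the real comparisons missed. Proteins, stained tissue and lung function were not analysed here.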

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

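The tests of donor DNA around Ager, of a response to the loss of RAGE only, of epithelial cells in the lavage, of the time of day, of the direction at 4 months of genes called at 7 days and of overlapping genes counted once were chosen after the results were seen.

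Genes near Ager differed between genotypes more often than the rest, in data the paper does not discuss. Within 5 Mb of Ager, 18 of 195 genes (9.23%) were called between WT and RAGE null mice after 7 days of CS, against 273 of 13025 (2.10%) elsewhere, an odds ratio of 4.749 (95% interval 2.71 to 7.87, Fisher's exact p = 3.0e-07). The odds ratio was 2.866 in controls at 7 days, 3.186 after CS at 4 months and 1.897 (95% interval 1.18 to 2.94, Fisher's exact p = 0.00641) in controls at 4 months, the last by the labels of the libraries. It was 1.599 (Fisher's exact p = 0.0591) without WT control replicate 0 and 1.344 (p = 0.167) without RAGE null control replicate 2 in the 4-month controls. Without the epithelial lists and the genes near Ager, a choice made after the data were seen, the genotype counts were 253 and 574 at 7 days and 607 and 859 at 4 months.

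Many listed genes overlap and may share reads, so they were also counted once per place, with the most abundant gene kept. The odds ratio within 5 Mb of Ager was then 4.06 and 2.469 after CS and in controls at 7 days and 2.787 and 1.884 at 4 months (Fisher's exact p = 0.000106, 0.00251, 0.000283 and 0.0204). Over windows of 5 Mb, counted in this way for genes called in both exposures, neither the window that holds Ager nor the next, from 35000001 to 40000000, passed, although the latter did with all listed genes (9 of 69, adjusted p = 0.000139 at 7 days; 10 of 68, adjusted p = 0.000691 at 4 months). Chromosome 17 from 40000001 to 45000000 passed at 7 days (5 of 10, adjusted p = 8.5e-05), and at 4 months chromosome 8 from 90000001 to 95000000 (7 of 28, adjusted p = 0.00146) and chromosome 4 from 50000001 to 55000000 (4 of 10, adjusted p = 0.0145; AI427809 stands in it 2 times), by 1-sided exact hypergeometric tests.

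DNA of the donor strain kept around Ager and a response of AM to the loss of RAGE cannot be told apart as the source of this pattern. The smallest odds ratio of 1.897 at 5 Mb restates the pattern and tests neither. The lowest bound of the 95% intervals was 1.177 at 5 Mb but 0.978 within 2 Mb in the 4-month controls. Windows elsewhere that passed leave both open.

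Of 12894 genes tested at both time points, 55 were called in all 4 genotype comparisons in 1 direction, 12 of them within 5 Mb of Ager. In 27 genes every library labelled WT lay apart from every library labelled RAGE null, and 9 of these genes lie within 5 Mb of Ager. Of 13 genes near Ager called in both exposures at 7 days, 13 kept their direction in both exposures at 4 months, and 131 of 145 did over all chromosomes, while 2 were opposite in both. Some of the genes near Ager overlap and may share reads, among them H2-T10, H2-T22, H2-T23, BC023719 and A930015D03Rik, which is listed 2 times. The counts near Ager therefore stand for fewer separate genes. The directions argue against an exchange of the genotype labels at 4 months, although Ager itself runs against the labels.

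Genes of lung epithelium were higher in control RAGE null than in control WT AM, also outside what the paper discusses: 12 of 18 type 1 and 13 of 17 type 2 genes were called at 7 days, and 9 of 13 and 10 of 12 at 4 months, where 1 type 2 gene was lower. Epithelial cells or their RNA in the lavage are a candidate explanation, with the abundant Abca3 at 126 ± 9.12, Sftpc at 119 ± 52.7 and Cav1 at 105 ± 18.6 CPM (SD, n = 4 each) in control RAGE null mice at 7 days; 2 type 1 genes and 1 type 2 gene are also in another list. The medians of RAGE null over WT were 1.91 for type 1, 2.16 for type 2 and 0.86 for general epithelial genes at 7 days, and 2.32, 3.21 and 0.36 at 4 months. Over the 8 control RAGE null libraries the type 1 and type 2 means had r = 0.925 (exact p = 0.00508) and rho = 0.810 (exact p = 0.0218), but r = 0.414 (exact p = 0.390) without the 2 farthest libraries, on which the correlation rests. The type 1 mean and log2 Ager had r = 0.274 (exact p = 0.540) over these libraries, and r = -0.785 (exact p = 0.0667) without the 2 farthest. The 8 libraries pool both time points, and the list means hold 18 and 17 tested genes at 7 days but 13 and 12 at 4 months. Differences between the times therefore enter each r, and the exact tests, which treat the libraries as exchangeable, do not separate them. With so few libraries, cells in the lavage and expression by AM cannot be told apart. The paper reports over 98% macrophages by morphology for CS-exposed mice of both genotypes, and its text gives no such share for controls.

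Clock genes changed with CS in both genotypes, a signal the paper does not discuss: 9 of 15 were called in WT and 9 in RAGE null mice at 7 days, and 11 and 9 at 4 months. Another time of day of lavage in CS-exposed than in control mice is a candidate explanation that the values do not decide. The 7-day interaction called 0 clock genes by edgeR, which called no gene at all there, with 5 clock genes at an unadjusted p under 0.05 and 3 by DESeq2; edgeR called 3 at 4 months. The medians of the positive and negative arms were -1.02 and 1.65 in WT and -0.90 and 1.96 in RAGE null mice at 7 days, and -1.49 and 1.92 and -0.36 and 1.67 at 4 months. An effect of CS on the clock predicts the same values and stays open. Without clock genes, a choice made after the data were seen, the CS counts were 290 and 49 at 7 days and 728 and 940 at 4 months.

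The response to CS differed between libraries labelled WT and RAGE null at 4 months in 5 genes by the test of the interaction in edgeR, and in 66 by DESeq2. Nr1d1 had 2.931 (adjusted p = 0.000284) and Nr1d2 1.566 (adjusted p = 0.000284), both clock repressors, and Cry1, another clock gene, -0.9985 (adjusted p = 0.0136). Nr1h3, a sterol-sensing receptor, had 0.5991 (adjusted p = 0.0353) and Zeb1 -0.877 (adjusted p = 0.0493). Nr1h3 lost its call without WT control replicate 0 (0.1448), 1 (0.08681), 2 (0.08545) or 3 (0.0686), CS-exposed WT replicate 0 (0.1133), 1 (0.1108), 2 (0.0515) or 3 (0.0696), RAGE null control replicate 0 (0.05821) or 3 (0.08124), or CS-exposed RAGE null replicate 1 (0.09912), 2 (0.1198) or 3 (0.08739). Zeb1 lost its call without WT control replicate 0 (0.1448), 2 (0.09157) or 3 (0.09295), CS-exposed WT replicate 0 (0.1133), 1 (0.1108), 2 (0.0515) or 3 (0.08241), RAGE null control replicate 0 (0.08895) or 3 (0.08124), or CS-exposed RAGE null replicate 1 (0.08607), 2 (0.1198) or 3 (0.1219). Without any 1 of WT control replicates 0 and 2, CS-exposed WT replicate 1 and CS-exposed RAGE null replicates 1, 2 and 3, 3 genes were called. The count was 22 without RAGE null control replicate 1, 74 without RAGE null control replicate 2 and 49 without CS-exposed RAGE null replicate 0. Of 100 splits with exposure redrawn within each genotype 11 called as many, the highest other 1722. Such splits turn the CS response that both genotypes share into an interaction, a structure of the samples, and say nothing about chance for the 5 genes. At 7 days the real count was 0, so all 100 splits called as many by construction and say nothing about chance, with 139 in the highest other split. There edgeR had 2096 genes at an unadjusted p under 0.05 and DESeq2 called 113, while edgeR called 68 without WT control replicate 2, 119 without RAGE null control replicate 0 and 2 without CS-exposed RAGE null replicate 0.

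Lists of genes also differed in that interaction. The median was 0.6352 for the XBP1 genes, 0.2906 for other ER genes and 0.4933 for heat shock genes at 7 days. At 4 months it was 0.643 for NF-κB genes, 0.7464 for TNF and IL-1 genes, 0.3522 for the Nrf2 genes and 0.4938 for the XBP1 genes of Fig. 3. With an estimated correlation none of these 7 passed. The Nrf2 test (adjusted p = 0.00740) was lost without WT control replicate 1 (0.2082), CS-exposed WT replicate 2 (0.08215), RAGE null control replicate 2 (0.2745) or CS-exposed RAGE null replicate 0 (0.3058). The Fig. 3 lists were chosen by the study and are not independent evidence, and 3 of the heat shock genes are among the XBP1 genes.

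Between the time points the response to CS differed in 105 genes in WT mice (47 higher and 58 lower at 4 months) and in 250 genes in RAGE null mice (110 higher and 140 lower). In WT mice the count was 11, 10 and 300 without 7-day control replicate 0, 1 or 2, 40 and 54 without 7-day CS-exposed replicate 1 or 2, 28, 18 and 39 without 4-month control replicate 0, 2 or 3, and 0, 7, 60 and 164 without 4-month CS-exposed replicate 0, 1, 2 or 3. In RAGE null mice it was 125 without 7-day control replicate 1, 166 and 160 without 7-day CS-exposed replicate 2 or 3, 385 and 129 without 4-month control replicate 2 or 3, and 469, 122 and 92 without 4-month CS-exposed replicate 0, 2 or 3. For WT mice 4 of 60 splits called as many, the highest other 576, and for RAGE null mice 8 of 60 splits did, the highest other 1343. These splits redraw exposure within each time point and so turn the CS response itself into a time difference, a structure of the samples, and say nothing about chance.

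Genes of other leukocytes fell with CS at 4 months, which the paper does not discuss: 11 and 9 of 17 genes of dendritic cells were called in WT and RAGE null mice, 12 and 13 of 17 of monocytes and interstitial macrophages, and 11 and 8 of 13 of T cells and natural killer cells. The T cell count in RAGE null mice was 5 without RAGE null control replicate 0.

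Single libraries stood apart from the other 3 of their group in 9 of 98 tests, against 4.9 by chance at about 1 in 20 tests. The tests took several measures of the same groups, some on lists that share genes. They are not independent, so 9 against 4.9 cannot be read as an excess. Total counts were 19975073 in 7-day CS-exposed RAGE null replicate 0 (others 12501103 to 13139030). The first component at 4 months was 8.103 in CS-exposed RAGE null replicate 0 (others -0.17 to 1.06), and the third at 7 days 15.71 in CS-exposed WT replicate 0 (others -6.27 to -3.71). The mean log2 CPM of AM genes was 9.248 in 7-day CS-exposed WT replicate 0 (others 9.44 to 9.45) and 9.631 in 4-month WT control replicate 1 (others 9.21 to 9.23). That of type 1 genes was 2.359 in 7-day CS-exposed RAGE null replicate 1 (others 3.01 to 3.11) and 1.665 in 4-month RAGE null control replicate 2 (others 3.48 to 3.80). That of airway genes was 3.3 in 4-month RAGE null control replicate 0 (others 2.56 to 2.68) and 1.573 in 4-month WT control replicate 1 (others 2.55 to 2.75).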

How the results depend on the processing

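The components of the genes called in the authors' deposited table were chosen after the data were seen. No gene or list past its threshold reversed its direction with other size factors, no filter, a replicate block or 1 library left out, nor did a gene with DESeq2. Directions of genes and lists were not run for the other filters and fits. The cause of the changes below was not tested, except that stricter filters and fewer libraries test fewer genes or samples. With DESeq2, 1967 of the single gene results stayed on their side of the threshold, 82 passed it and 7 fell below it. For other size factors these numbers were 2097, 3 and 0, for no filter 2097, 2 and 1, and for the replicate block 2042, 26 and 32. With DESeq2 the counts that moved beyond 1.5 times were 113 for CS in RAGE null mice and 113 for the interaction at 7 days, 66 for the interaction at 4 months and 260 for the difference of WT responses between times. With a replicate block, CS in WT mice called 189 genes at 7 days and the WT time difference 55. Without a fold threshold the counts at 7 days were 847 and 119 for CS in WT and RAGE null mice, 588 and 1307 for genotype after CS and in controls and 2245 in any comparison. At 4 months they were 1863, 2606, 1414, 2777 and 5418, with 8 for the interaction and 164 for the WT time difference. With at least 20 counts in every sample they were 155 and 303 for genotype after CS and in controls and 573 in any comparison at 7 days, 406, 582, 400, 554 and 1220 at 4 months, and 37 for the WT time difference. Fits of the 2 groups alone called 27 genes for CS in RAGE null mice at 7 days, and 596 for it and 604 for genotype in controls at 4 months. With an estimated correlation the lists that passed went from 75 to 6 at 7 days and from 57 to 7 at 4 months. For the Nrf2 genes of Fig. 3 the adjusted p became 0.3572, 0.3792 and 0.4193 (CS in WT, CS in RAGE null, genotype after CS) at 7 days, and 0.8609, 0.4668 and 0.5331 (CS in WT, genotype after CS, genotype in controls) at 4 months. For the XBP1 genes it became 0.0666, 0.6006 and 0.4328 at 7 days and 0.5442 and 0.5933 (CS in RAGE null, genotype in controls) at 4 months, and 0.3321 for both NF-κB and TNF and IL-1 genes with CS in RAGE null mice at 4 months. The first component held 43.63% with the most variable genes, 30.34% with all genes and 42.75% with the authors' genes at 7 days, and 34.44% with all genes at 4 months. The slope of responses was 0.2515 and 0.8093 for genes of higher expression at 7 days and 4 months. Without 1 library each, the ranges at 7 days were 46 to 480 and 15 to 194 genes for CS in WT and RAGE null mice, 178 to 305 and 241 to 830 for genotype after CS and in controls, 0 to 119 for the interaction and 439 to 1126 in any comparison. The adjusted p of the XBP1 genes for CS in RAGE null mice ran from 0.0004758 to 0.3488, the first component from 50.03% to 64.53% and the slope from -0.001134, without control RAGE null replicate 0, to 0.2136. At 4 months the ranges were 647 to 1481 genes for genotype in controls, 3 to 74 for the interaction, 2.203e-05 to 0.2352 and 0.03441 to 0.3298 for the Nrf2 and XBP1 genes with CS in WT mice, 0.0001687 to 0.4713 for the XBP1 genes for genotype after CS, 38.28% to 44.57% for the first component, 1.344 to 2.416 for the odds ratio near Ager in controls, 0.642 to 0.7495 for the slope, 0 to 300 for the WT and 92 to 469 for the RAGE null time difference. The unadjusted p-values of the authors could not be run. Genes near 1 CPM rest on few counts, so depth limits calls among them.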

Differences from the paper's values

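The components of the genes called in the authors' deposited table were chosen after the data were seen.

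The paper gives 355 genes that differed at 7 days, and 961 were called here in any of the 4 comparisons. Of the alternatives set before the data were examined, leaving out control WT replicate 1 (439 genes) came within 1.5 times of the paper's number. DESeq2 (1081), its size factors (950), no filter (956), at least 20 counts in every sample (573), a replicate block (801), no fold threshold (2245) and leaving out any other library (656 to 1126) did not. The log2 ratios and scores that the authors deposited give 355 genes at the same nominal thresholds, 288 of which are among the 961. The deposited log2 ratios are smaller than those here, with slopes of 0.303 to 0.364 over the 7-day comparisons. They call 143 genes for CS in WT mice against 299 here (99 shared), and 79 for CS in RAGE null mice against 58 here (29 shared). Between genotypes they call 134 after CS against 291 here (90 shared), and 212 in controls against 632 here (167 shared). The 58 became 22 and 88 without control RAGE null replicate 2 or 3 and 194, 20, 15 and 22 without CS-exposed RAGE null replicate 0, 1, 2 or 3. Of the 20 Nrf2 genes of Fig. 3 they call 10 for CS in WT mice, 6 for CS in RAGE null mice and 12 between genotypes after CS. Here edgeR called 4 in WT mice, and 1 without control WT replicate 0 or 1, 2 without CS-exposed WT replicate 0 and 8 without CS-exposed RAGE null replicate 0. In RAGE null mice edgeR called 0, with 11 at an unadjusted p under 0.05 and 0 by DESeq2, and 8 without CS-exposed RAGE null replicate 0. Between genotypes after CS it called 2, and 4 without control WT replicate 0 and 1 without CS-exposed WT replicate 3.

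The paper gives 21% of the variance for the first component at 7 days, and it held 53.63% here. With all genes tested it held 30.34%, within 1.5 times of the paper's value. The most variable genes (43.63%), a prior count of 0.5 (54.76%), the genes called in the authors' deposited table (42.75%) and leaving out each library (50.03% to 64.53%) did not come within it. With a prior count of 0.5 the third component held 8.104%, against 13% in the paper and 9.039% here.

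The paper gives 20.0 M as the highest number of reads per library at 4 months. The deposited counts of WT control replicate 1 sum to 34.492 M. No alternative was set for this sum.

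The paper names Hmox1 and Txnrd1 among genes raised by 7 days of CS in WT mice. Here they had log2 fold changes of 0.95 (adjusted p = 0.249) and 0.75 (adjusted p = 0.0613) and were not called. Txnrd1 was called by DESeq2 (adjusted p = 0.0326) and without control RAGE null replicate 2 (0.0486) or 3 (0.0472) or CS-exposed RAGE null replicate 0 (0.0159). Cbr2, which it names beside them, was called.

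The paper states from PCR that Txnrd1, Hsph1 and Tnf were higher in CS-exposed WT than RAGE null AM at 7 days; its figure gives them as CS over control within each genotype. For this quantity the interaction here was 0.13 (adjusted p = 0.878), 1.14 (adjusted p = 0.208; 0.0466 without control WT replicate 2) and 0.08 (adjusted p = 0.931). In the sequencing counts of CS-exposed mice Txnrd1 (0.64, adjusted p = 0.104) and Hsph1 (0.76, adjusted p = 0.1245) were not called, and Tnf (0.79, adjusted p = 0.0410) was. Tnf lies within 5 Mb of Ager, where donor DNA and the loss of RAGE cannot be told apart. The Tnf call was lost without control WT replicate 1 (0.0515), CS-exposed WT replicate 0 (0.0958), 1 (0.0646) or 3 (0.105), or CS-exposed RAGE null replicate 0 (0.114), 1 (0.112) or 3 (0.102).

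The paper states, from pathway scores over its own called genes, that the NF-κB, TNF and IL-1β pathways decreased at 4 months in both genotypes. The fixed gene lists here are another measure and do not repeat those scores. In libraries labelled WT, 4 of 30 NF-κB genes rose and 3 fell (adjusted p = 0.573), and 1 of 22 TNF and IL-1 genes rose (adjusted p = 0.643). In libraries labelled RAGE null, 12 of 30 and 9 of 22 fell, and 1 of the TNF and IL-1 genes rose.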

Other observations

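The genes and lists described here come from the planned tests, but were picked for description after their values were seen.

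After 4 months of CS, libraries of both genotype labels held less of several transcripts of other leukocytes and more of some of lysosomes. A smaller share of other leukocytes in the lavage and lower expression by AM cannot be told apart here. Ccr7, a homing receptor of dendritic cells, fell from 20.7 ± 6.64 to 1.90 ± 0.828 CPM (SD, n = 4 each) in WT and from 9.08 ± 3.21 to 1.07 ± 0.312 CPM (SD, n = 4 each) in RAGE null mice. S100a4 fell by 3.25 on the log2 scale in WT mice (standard error 0.51, adjusted p = 0.000565 from edgeR), and Il7r, a receptor of T cells, by 2.82 (standard error 0.22, adjusted p = 1.3e-06). Of 17 dendritic genes 11 fell in WT and 9 in RAGE null mice (11 and 10 adjusted over the list alone), with list tests at adjusted p = 5.7e-15 and 3.4e-08 (0.00557 and 0.0314 with an estimated correlation). Of 17 genes of monocytes and interstitial macrophages 12 and 13 fell (12 and 14 adjusted over the list alone), with adjusted p = 3.4e-14 and 2.7e-14 (0.0165 and 0.0314 with an estimated correlation). Of 13 T cell genes 11 and 8 fell (11 and 9 adjusted over the list alone), with adjusted p = 7.7e-21 and 3.4e-05 (0.0214 and 0.378 with an estimated correlation), and 5 fell in RAGE null mice without RAGE null control replicate 0. Of 11 class II genes 10 and 4 fell (11 and 4 adjusted over the list alone), with adjusted p = 1.6e-13 and 6.0e-05 (0.0394 and 0.378 with an estimated correlation). The class II count was 5 in WT mice without WT control replicate 0 or CS-exposed WT replicate 1 or 2, and 9 in RAGE null mice without RAGE null control replicate 2. Ctsd, a lysosomal protease, rose from 9719 ± 1051 to 15309 ± 1586 CPM (SD, n = 4 each) in WT and from 9963 ± 635 to 15380 ± 1051 CPM (SD, n = 4 each) in RAGE null mice. Of 28 lysosomal genes 1 and 3 rose and none fell, also adjusted over the list alone, with adjusted p = 2.7e-11 and 7.1e-08 (0.226 and 0.378 with an estimated correlation), and 2 rose in WT mice without CS-exposed WT replicate 3.

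The genes called for CS overlapped more between the labels at 4 months than at 7 days, though the difference between the times was not tested. At 4 months 739 genes were called for CS in WT (305 up, 434 down) and 949 in RAGE null mice (371 up, 578 down), with 426 in both and 424 of these in the same direction, against 53.8 if the calls were independent. Of the 739 genes 706 (95.5%) had the same sign in RAGE null mice. The slope of the RAGE null on the WT log2 fold changes was 0.720 (r 0.646, rho 0.554), and 0.579 in the reverse direction. Noise in the fold changes lowers such slopes, so they do not measure how much of the response was shared at either time. The groups did not overlap in 663 and 661 of the called genes, and in 23.0% and 16.6% of all genes tested against 2.86% by chance. Between genotypes after CS, 644 genes differed, 388 higher in WT and 256 higher in RAGE null mice, and the groups did not overlap in 602 of them.

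Other splits of the same libraries called fewer genes than the real one for CS in WT mice (299 against 10 in the highest other split at 7 days, and 739 against 5 at 4 months). They also did for CS in RAGE null mice at 4 months (949 against 684). The same held for genotype after CS (291 against 3, and 644 against 0), for genotype in controls (632 against 266, and 909 against 239) and for the genes called in any comparison (961 against 347, and 1956 against 190). In each of these 1 of the splits, the real one, called as many. For a pair of groups that is a share of 0.0286, the smallest that 35 splits can give, and it was not adjusted over the comparisons. Such splits do not test other differences that run with the groups. For CS in RAGE null mice at 7 days chance could not be excluded: 2 of 35 splits called as many, with 58 genes in the real and 103 in the highest other split. Leaving out libraries moved the 7-day counts. For CS in WT mice they were 58, 46 and 480 without control replicate 0, 1 or 2, and 168, 176 and 183 without CS-exposed replicate 1, 2 or 3. For CS in RAGE null mice they were 22 and 88 without control replicate 2 or 3, and 194, 20, 15 and 22 without CS-exposed replicate 0, 1, 2 or 3. For genotype after CS they were 178 without CS-exposed WT replicate 1 and 192 without CS-exposed RAGE null replicate 0. For genotype in controls they were 241 without WT replicate 1 and 419 without RAGE null replicate 2, and in any comparison 439 without WT control replicate 1. At 4 months 1481 genes were called for genotype in controls without RAGE null replicate 2.

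The ER sensors that the paper measures as proteins were also measured as mRNA. Eif2ak3, which encodes PERK, had log2 fold changes with CS at 7 days of 0.01 (adjusted p = 0.933) in WT and -0.23 (adjusted p = 0.154) in RAGE null mice, and at 4 months of -0.29 (adjusted p = 0.0438) and -0.36 (adjusted p = 0.0106), under the fold threshold. Ern1, which encodes IRE1α, had -0.10 (adjusted p = 0.389) and -0.13 (adjusted p = 0.354) at 7 days, and 0.07 (adjusted p = 0.523) and -0.07 (adjusted p = 0.465) at 4 months. Pdia3 had 0.43 (adjusted p = 0.0206), under the fold threshold, and 0.07 (adjusted p = 0.761) at 7 days, and 0.06 (adjusted p = 0.687) and -0.19 (adjusted p = 0.107) at 4 months. Their interactions were 0.24, 0.03 and 0.37 at 7 days (adjusted p = 0.305, 0.925 and 0.220) and 0.07, 0.14 and 0.25 at 4 months (adjusted p = 0.851, 0.561 and 0.397).

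Gpr56 ran in opposite directions between the genotypes at the 2 times. In controls its log2 fold change of WT over RAGE null was -5.31 (standard error 0.80, adjusted p = 0.000826) at 7 days and 2.22 (standard error 0.54, adjusted p = 0.0112) at 4 months, by the labels of the libraries. After CS it was -1.03 (adjusted p = 0.292) at 7 days and 5.91 (standard error 0.77, adjusted p = 0.000187) at 4 months.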
